# An RNA-binding regulatory cascade controls the switch from proliferation to differentiation in the *Drosophila* male germ cell lineage

**DOI:** 10.1073/pnas.2418279122

**Published:** 2025-05-16

**Authors:** Devon E. Harris, Jongmin J. Kim, Sarah R. Stern, Hannah M. Vicars, Neuza R. Matias, Lorenzo Gallicchio, Catherine C. Baker, Margaret T. Fuller

**Keywords:** differentiation, proliferation, spermatogonia, RNA-binding proteins, adult stem cells

## Abstract

The switch from precursor cell proliferation to onset of differentiation in adult stem cell lineages must be carefully regulated to produce sufficient progeny to maintain and repair tissues, yet prevent overproliferation that may enable oncogenesis. In the *Drosophila* male germ cell lineage, spermatogonia produced by germ line stem cells undergo a limited number of transit amplifying mitotic divisions before switching to the spermatocyte program that sets up meiosis and eventual spermatid differentiation. The number of transit amplifying divisions is set by accumulation of the *bag-of-marbles* (Bam) protein to a critical threshold. In *bam* mutants, spermatogonia proliferate through several extra rounds of mitosis and then die without becoming spermatocytes. Here, we show that a key role of Bam for the mitosis to differentiation switch is repressing expression of Held Out Wings (*how*), homolog of mammalian Quaking. Knockdown of *how* in germ cells was sufficient to allow spermatogonia mutant for *bam* or its partner *benign gonial cell neoplasm* to differentiate, while forced expression of nuclear-targeted How protein in spermatogonia wild-type for *bam* resulted in continued proliferation at the expense of differentiation. Our findings suggest that Bam targets *how* RNA for degradation by acting as an adapter to recruit the CCR4-NOT deadenylation complex via binding its subunit, Caf40. As How is itself an RNA-binding protein with roles in RNA processing, our findings reveal that the switch from proliferation to meiosis and differentiation in the *Drosophila* male germ line adult stem cell lineage is regulated by a cascade of RNA-binding proteins.

## Significance

In the stem cell lineages that maintain short-lived specialized cell types and repair many tissues in our body, progenitors proliferate but then must stop dividing and differentiate into the appropriate cell type(s). Proper regulation of the switch from proliferation to differentiation is key to ensure production of sufficient cells to maintain tissues but avoid continued precursor cell proliferation that could progress to cancer. Here, we show that the switch from proliferation to differentiation in the *Drosophila* male germ line adult stem cell lineage is governed by a cascade of RNA-binding proteins, where the differentiation factor Bag-of Marbles (Bam) down-regulates expression of the RNA-binding protein Held-Out-Wings, homolog of mammalian *Quaking*, likely by recruiting the CCR4-NOT RNA degradation complex.

In a common feature of the adult stem cell lineages that build and repair tissues throughout the body, relatively less differentiated precursor cells undergo a limited series of transit amplifying divisions, which serve to increase the number of differentiated progeny produced from a single adult stem cell division. Blood, skin, intestinal epithelia, and male germ cell lineages all employ transit amplifying (TA) divisions to produce large numbers of differentiated cells (1). In this context, the switch from proliferation to differentiation must be carefully regulated. Premature switching can lead to inadequate differentiated cell replacement, with defects in tissue maintenance or repair. Conversely, failure to switch resulting in overproliferation of precursor cells may increase danger of accumulating oncogenic mutations leading to cancer (2).

Genetic analysis of the *Drosophila* male germ line adult stem cell lineage has revealed key players in the switch from the mitotic program of transit amplifying spermatogonia to onset of meiosis and the spermatocyte gene expression program that sets up differentiation. Germ line stem cells at the testis apical tip divide with an oriented spindle (2) so that one daughter remains next to the apical hub and maintains stem cell identity, while the daughter displaced away from the hub becomes a gonialblast, founding a clone of transit amplifying spermatogonia (Fig. 1*A*) (3). Because daughters of a single founding gonialblast divide in synchrony with incomplete cytokinesis and are enclosed by a pair of somatic cyst cells, counting the number of germ cells in each cyst can reveal the number of rounds of mitotic divisions that took place in the clone prior to the switch to the spermatocyte differentiation program. The number of transit amplifying mitotic divisions differs among *Drosophilid* species, so is under genetic control (4), with the number in wild-type *Drosophila melanogaster* almost always exactly four (Fig. 1*A*).

**Fig. 1.**
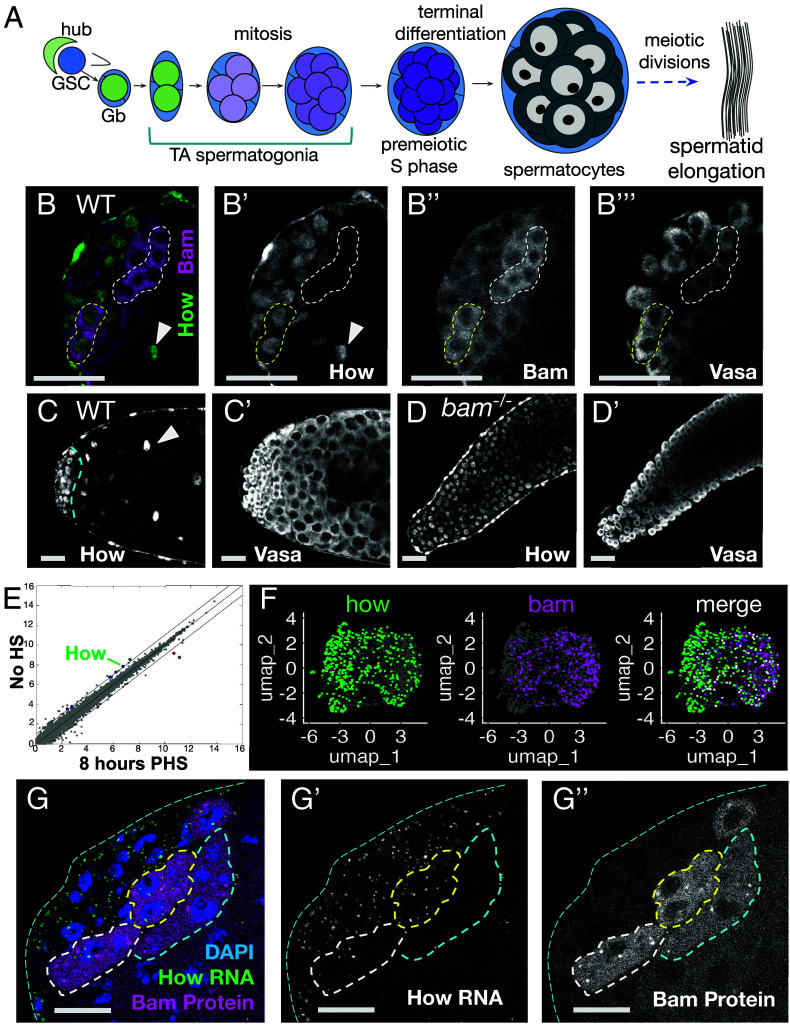
Nuclear How persists in *bam* mutant spermatogonia. (*A*) Diagram of *Drosophila* early male germ line development. (*B*–*B’’’*) Immunofluorescence images of the apical tip of a wild type testis stained with anti-How, anti-Vasa, and anti-Bam. (*B*) merge of (green) How and (magenta) Bam. (*B’*–*B’’’*) Black and white single channels showing (*B’*) How, (*B’’*) Bam, and (*B’’’*) Vasa to mark germ cells. (*C* and *D*) Immunofluorescence images of (*C*) wild type and (*D*) *bam^1/∆86^* testis apical tips stained with anti-How and anti-Vasa. The dashed cyan line in (*C*) marks the border between spermatogonia (left of line) and the spermatocyte region (*Right*). Arrowheads in (*B* and *C*): somatic cyst cell nuclei. (*E*) Scatter plot of RNA-sequencing data from *hs-Bam*; *bam^1/∆86^* comparing log_2_ transcript expression levels per gene for testes from flies not treated with heat shock (no HS) to testes from flies 8 h PHS. (Blue dots) *how* is one of the six genes for which transcript levels decreased by over twofold by 8 h post induction of Bam expression by heat shock in both the RNA-seq and separate microarray analysis (details in *SI Appendix*, Fig. S1). (Red dots) Transcripts from two genes increased in expression level in both the RNA-seq and microarray analysis. Diagonal lines mark twofold change. (*F*) UMAP visualization of single nuclear RNA sequencing data from the Fly Cell Atlas (5), after the nuclei in the two earliest male germ line clusters (Leiden resolution 6.0) were reclustered. (Green) nuclei scoring positive for *how*. (Magenta) nuclei scoring positive for *bam*. (White) nuclei positive for both *how* and *bam* transcripts. (*G*–*G’’*) Fluorescence images of testis apical tip showing (magenta) Bam-GFP protein and (green) *how* mRNA visualized by HCR using probes to protein coding sequences of *how*. Dashed outlines: spermatogonial cysts positive for Bam protein either (yellow) with how RNA, (white) with fewer loci of how RNA signal, or (cyan) no how RNA signal detected. [Scale bars: 25 μm in (*B*–*D*) and 12.5 μm in (*G*).]

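RNA-seq libraries were made from whole testes of hs-Bam; bam males that had no heat shock (no HS) or were taken 8 h post heat shock (PHS), with 1 library for each. On the scale of the scatter plot, log2 of normalized CPM (reads of a feature scaled to a library total of 1000000) + 1, 35 of the 17528 features in the authors' table were higher at 8 h PHS by more than 2-fold in the RNA-seq alone. Of these, 32 were genes and 3 were insertions of R1, R1A1 and R2 retrotransposons. Of the 35, 10 reached at least 10 CPM at 8 h PHS, namely CG4757, Hsp23, BomS3, Hsp68, Hsp26, mt:lrRNA, Drs, MtnD, Cht5 and CG16772. Hsp23 (FBgn0001224, chromosome 3L from 9381882 to 9382765 on BDGP6.54), which encodes a small heat shock protein, rose from 424 CPM in no HS to 2229 CPM, a log2 change of 2.39 with a 95% interval of 2.35 to 2.44 for the log2 ratio from its reads. Hsp26 (FBgn0001225, chromosome 3L from 9376418 to 9377427) rose from 570.4 to 1663 CPM, a log2 change of 1.54 with an interval of 1.50 to 1.58. Hsp68 rose from 120.1 to 361 CPM. The Hsp70 copies Hsp70Ab, Hsp70Ba, Hsp70Bbb and Hsp70Bc were also past 2-fold, but the copies are nearly identical and the mapping quality filter drops most reads that fit several places, so that each copy's value is uncertain. Over a list of 15 heat shock genes the median log2 change at 8 h PHS was 0.92, with 14 of the 15 higher, 7 of them by more than 2-fold. That median lay above those of all 10000 random lists of 15 features matched on mean expression. The RNA-seq libraries analysed here include 0 from heat-shocked testes without hs-Bam, so that the heat shock itself and Bam act together in these values. The paper's microarrays include such testes as a control, but were not analysed here. Among the other genes past 2-fold were the immune peptide genes BomS1, BomS2, BomBc1, BomBc2 and AttB, and the mitochondrial mt:srRNA and mt:ATPase8. The pseudocount moved the number of higher features most, and with 0.1 CPM in place of 1 CPM it was 954.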

Mutational analysis has identified three interacting proteins—Bag of marbles (Bam), Benign gonial cell neoplasm (Bgcn), and Tumorous testes (Tut), that are required for spermatogonia to stop proliferating and become spermatocytes (6–9). While Bgcn and Tut have RNA recognition motifs (9, 10), Bam does not contain any known RNA-binding domains. Bam appears to form a bridge in a ternary complex, with sequences in the Bam N-terminal third binding Tut and sequences in the Bam C-terminal third binding Bgcn (9). Bam protein expression detected by immunofluorescence staining showed the protein present in 4-cell cysts, higher in 8-cell cysts, and remaining high during premeiotic S phase, after which the protein quickly disappeared (4). Gene dosage experiments indicated that the number of transit amplifying divisions is set by the length of time it takes Bam protein to reach a critical threshold (4). In flies with one mutant and one wild type allele of *bam*, spermatogonial cysts sometimes undergo one or occasionally more rounds of mitotic divisions before switching to spermatocyte differentiation. Conversely, in flies carrying a frameshift allele that deleted the Bam C-terminal PEST sequence, Bam protein accumulated more rapidly in transit amplifying spermatogonia and the cells often switched to spermatocyte state a round earlier, resulting in spermatocyte cysts with 8 germ cells rather than the normal 16 (4).

Bam protein has been shown to directly bind the Caf40 subunit of the CCR4-NOT deadenylation complex (CNOT9 in humans), suggesting that Bam may target RNAs for degradation or translational repression by recruiting the CCR4-NOT complex (11). While some targets of Bam in the male germ line are known, none of the genes identified so far appear to be key regulators in the switch from mitosis to meiosis downstream Bam. Previous work showed that Bgcn, Tut, and possibly Bam bind the 3′UTR of *mei-P26* and reduce expression of Mei-P26 protein. However, overexpression of *mei-P26* did not prevent the switch to spermatocytes, and decreasing *mei-P26* did not allow the switch to occur, suggesting that Mei-P26 is not the key target of Bam for the switch from mitosis to meiosis in males (9, 12).

Here, we show that a key role of Bam and Bgcn in the switch from mitosis to meiosis in the *Drosophila* male germ line is to repress expression of the RNA-binding protein Held Out Wings (How), a homolog of mammalian Quaking, with roles in alternative RNA processing, export, and translation. How protein is normally down-regulated in germ cells soon after Bam protein becomes expressed but remained high in the TA spermatogonia that overproliferate in *bam* mutant males. Strikingly, knocking down *how* expression in *bam* mutant spermatogonia by RNAi allowed the germ cells to switch to spermatocyte state and differentiate. Reciprocally, forced expression of nuclear targeted How blocked differentiation of otherwise wild-type spermatogonia, even in the presence of Bam protein. Consistent with the model that Bam down-regulates *how* RNA by recruiting Caf40 and the CCR4-NOT RNA degradation complex, knockdown of *Caf40* in early spermatogonia resulted in persistence of *how* RNA and overproliferation of TA cells, even in the presence of Bam protein. How is an RNA-binding protein that regulates alternative RNA processing, export, and translation. Our findings reveal that an irreversible cell fate transition from mitosis to terminal differentiation in an adult stem cell lineage is controlled by a regulatory cascade of RNA-binding proteins.

## Results

### Downregulation of *how* Is an Early Consequence of Bam Action.

Function of *bag-of-marbles* (*bam*) is required for proliferating spermatogonia to turn down expression of How. In testes wild-type for *bam*, immunofluorescence staining showed that How protein, present in the nucleus of early germ cells, is down-regulated in mid-stage transit amplifying spermatogonia, soon after the Bam protein was first detected by immunofluorescence staining (Fig. 1*B*), as previously documented by Monk et al. (13). Some mid-stage spermatogonia up regulating Bam protein still showed staining for How protein in their nuclei (Fig. 1*B*, yellow dotted outline), while adjacent Bam positive cysts lacked detectable How protein (Fig. 1*B*, white dotted outline). How protein continued to be detected in the nuclei of the somatic cyst cells that enclose spermatocyte cysts (Fig. 1 *B* and *C*, arrowheads), as well as in the testis sheath, but was below the level of detection in germ cells by early spermatocyte stages. In contrast, How protein persisted at high levels in the nuclei of the spermatogonia that continued to overproliferate in *bam* mutant males (Fig. 1*D*).

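For the RNA-seq time course, polyA+ RNA was taken from about 100 pairs of whole testes with seminal vesicles for each of 5 libraries, from hs-Bam; bam males. These flies lack bam function in the germ line and carry an additional bam gene under the control of a heat shock promoter (hs-Bam), so that a single period of 30 min at 37 °C produces a burst of Bam protein. The libraries were from males with no heat shock (no HS) and from males at 8, 16, 24 and 32 h post heat shock (PHS). There was 1 library per time point, so that no difference has a replicate check and no p-value is given. The authors trimmed the 100 bp paired-end reads, aligned them with STAR 2.5.3 to BDGP6.46, kept properly paired reads with a mapping quality of at least 10, and counted reads per gene with featureCounts of subread 1.5.0. The text of the paper does not name the strand setting or the treatment of reads that map to several places in that count. They then normalized between libraries with edgeR 3.34.0 and deposited log2(normalized CPM + 1) for 14819 genes and 2709 transposon features. In each library every value was a whole multiple of what 1 read is worth, and 100% of the values could be turned back into whole reads. The libraries held 10356663 reads on features in no HS, 26534001 at 8 h, 21461541 at 16 h, 28766676 at 24 h and 23114650 at 32 h PHS. A CPM was therefore worth 10.3 reads in no HS and between 21.1 and 28.6 reads in the later libraries, and no HS limits the precision of each comparison. Changes were computed as the difference of log2(normalized CPM + 1) from no HS, a scale that understates the change of genes near or under 1 CPM. Clopper-Pearson 95% intervals for the log2 ratio were computed from the reads of the 2 libraries compared. They compare those libraries and not the conditions, and they cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The level of bam was taken first, as a check of the labels. bam (FBgn0000158, chromosome 3R from 25243039 to 25245109 on BDGP6.54, with 11.5% of its exonic bases shared with another gene) was at 64.7 CPM in no HS, 128 at 8 h, 90.4 at 16 h, 74.2 at 24 h and 60.5 at 32 h PHS. Its log2 change was 0.97 at 8 h (interval 0.86 to 1.11) and 0.48 at 16 h (0.35 to 0.61). At 24 h it was 0.19 (0.07 to 0.33), and at 32 h it was -0.10 with an interval of -0.23 to 0.04 that holds 0. The gene-level count does not tell transcripts of the transgene from those of the mutant alleles. When the mean of no HS and 8 h PHS was taken as the baseline, the change at 16 h was -0.01 and that at 24 h was -0.29.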

When *bam* mutant spermatogonia were induced to differentiate in response to a burst of Bam expression under heat shock control, downregulation of *how* RNA was one of the earliest responses detected both by RNA-Seq and independent microarray analysis of whole testes Fig. 1*E* and *SI Appendix*, Fig. S1). In the heat shock Bam time course strategy developed by Kim et al. (14), when *bam; hs-Bam* males were shifted as late pupae to 37 °C for 30 min to induce expression of Bam then returned to 25 °C, a wave of spermatogonia initiate differentiation, complete mitosis and a final S phase by 24 h post heat shock (PHS), and differentiate into spermatocytes, with onset of expression of early spermatocyte-specific transcripts beginning by 24 h PHS (*SI Appendix*, Fig. S1).

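In these libraries, kmg (FBgn0032473, chromosome 2L from 13160527 to 13163153) and Rbp4 (FBgn0010258, chromosome 3R from 13654556 to 13656394), which the paper labels in the plots of SI Appendix, Fig. S1 at 24 and 32 h PHS, were low until 16 h PHS and rose between 16 and 24 h PHS. kmg was at 2.63 CPM in no HS (27 reads), 2.20 at 8 h, 3.56 at 16 h, 51.5 at 24 h and 73.8 at 32 h PHS. Its log2 change was -0.18 at 8 h (interval of the log2 ratio -0.94 to 0.46) and 0.33 at 16 h (-0.21 to 1.13), so that no change was detectable at this depth at either time. It was 3.86 at 24 h (3.75 to 4.90) and 4.37 at 32 h (4.27 to 5.42). Rbp4 was at 4.19 CPM in no HS, 6.31 at 8 h, 4.94 at 16 h, 133 at 24 h and 399.6 at 32 h PHS, with log2 changes of 0.49, 0.19, 4.69 and 6.27. Its interval was 0.10 to 1.11 at 8 h, -0.29 to 0.79 at 16 h, 4.55 to 5.46 at 24 h and 6.15 to 7.04 at 32 h. At 24 and 32 h a pseudocount of 5 CPM moved the changes most and gave 2.89 for kmg and 3.91 for Rbp4 at 24 h. At 16 h the change of Rbp4 was -0.053 with the mean of no HS and 8 h PHS as the baseline, so that its direction there depends on the baseline. fest went from 3 reads in no HS to 26.5 CPM at 24 h (interval of the log2 ratio 4.95 to 8.78) and 289 CPM at 32 h PHS (8.40 to 12.23).
The spermatocyte list held 15 genes (kmg, Rbp4, aly, comr, topi, tomb, can, sa, mia, nht, Taf12L, fest, bol, twe and fzo), of which 10 were above 1 CPM in no HS. Its median log2 change was 0.03 at 8 h, -0.06 at 16 h, 0.19 at 24 h and 0.95 at 32 h PHS, at percentiles 49.0, 19.3, 94.8 and 100 of random lists of the same size and expression. With the 4 genes at or under 3 reads in no HS set to that bound, the medians were -0.08, 0, 0.06 and 0.95. The median moved most with a pseudocount of 0.1 CPM, to 2.07 at 32 h. Over the genes of the list with at least 10 CPM in one of the libraries compared, it was -0.16 at 8 h and -0.25 at 24 h, and over those with a mean of at least 1 CPM it was -0.108 at 8 h, so that its sign at those times depends on the filter. At 32 h PHS 12 of the 15 genes were higher and 7 were higher by more than 2-fold, while twe fell from 51.5 CPM in no HS to 21.9.
For the end of mitosis and the final S phase, 13 genes of DNA replication (PCNA, Mcm2, Mcm3, dpa, Mcm5, Mcm6, Mcm7, RnrS, RnrL, Orc1, Orc6, dup and CycE) had a median log2 change of 0.03 at 8 h, -0.33 at 16 h, -1.18 at 24 h and -1.49 at 32 h PHS. All 13 were lower at 16 h and later, 12 by more than 2-fold at 24 h and 13 at 32 h. Over 15 genes of mitosis the median was 0.01 at 8 h, -0.15 at 16 h, -0.60 at 24 h and -0.73 at 32 h PHS, with 1 gene lower by more than 2-fold at 24 h and 5 at 32 h. At 24 and 32 h both medians lay under those of all matched random lists. At 8 h their sign changed with the scaling of the libraries, from -0.01 to 0.06 for the genes of replication and from -0.03 to 0.04 for those of mitosis.

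**Figure D1:**
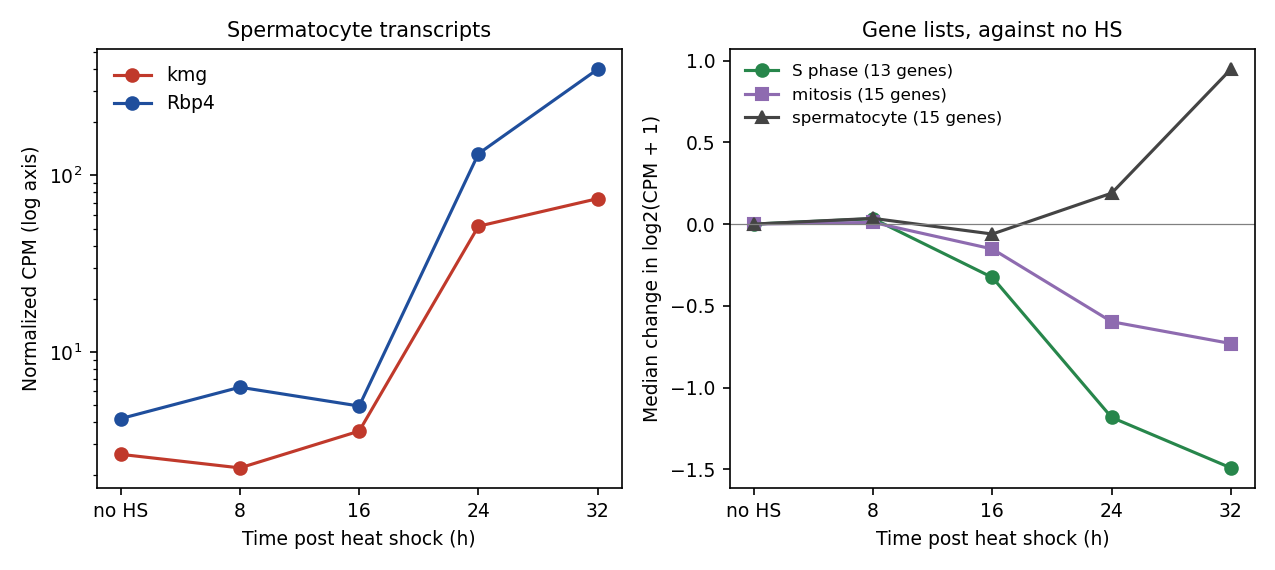
Left, normalized CPM (log axis) of kmg and Rbp4 in each library, with 1 point per library. Right, the median change in log2(CPM + 1) from no HS of the spermatocyte, S phase and mitosis lists by time post heat shock in hours. kmg and Rbp4 stay under 10 CPM until 16 h PHS and reach 73.8 and 399.6 CPM at 32 h PHS, while the S phase median falls to -1.49.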

Analysis of PolyA+ RNAs expressed in whole testes at early time points in the heat shock-Bam differentiation time course showed that downregulation of *how* RNA was among the earliest changes detected. 

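At 8 h PHS, 29 genes were lower than in no HS by more than 2-fold, with no transposon feature among them. Of the 29, 13 had at least 10 CPM in no HS. By the size of its decrease how ranked 18 of all 17528 features at 8 h PHS and 8 of the 6676 features with at least 10 CPM in one of the libraries compared. Among the 935 features with at least the level of how in no HS, it ranked 2, after ovo, and these were the only 2 that fell by more than 2-fold. The number of genes was set against draws of unchanged libraries at the real depths, 100 for each setting. Drawn with counting error alone, at most 1 feature was lower by more than 2-fold. With a biological coefficient of variation of 0.1 between libraries, the median number was 0 and the largest 2. With a coefficient of 0.2 the median was 59, from 43 to 81. The spread of the changes over the 6352 features with at least 10 CPM in every library was 0.20 (SD) at 8 h PHS, against 0.21 in the draws with a coefficient of 0.1 and 0.41 with 0.2. The spread over these features is therefore that of the draws with 0.1 and far from that with 0.2, while the variation of single genes is not known without replicates. The choice of pseudocount moved the number most, and 405 features were lower with 0.1 CPM.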

The level of *how* transcripts detected fell by >twofold by 8 h PHS, long before the germ cells began to express spermatocyte-specific markers. *how* was one of six genes showing greater than twofold decrease in transcript level by 8 h PHS by both RNA-sequencing and microarray analysis (Fig. 1*E* and *SI Appendix*, Fig. S1*A*). 

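how (FBgn0264491) lies on chromosome 3R from 22042191 to 22079321 on the forward strand of BDGP6.54, and its 5086 exonic bases are shared with no other annotated gene. It was at 226 CPM in no HS (2326 reads) and 106 CPM at 8 h PHS (2834 reads), which is 46.7% of its level in no HS (95% interval 44.2% to 49.4%). On the scale of Fig. 1E its value fell from 7.83 to 6.74, a change of -1.09, and the log2 ratio from its reads had an interval of -1.18 to -1.02, below the 2-fold line. Across the 5 other pseudocounts and scalings tried, the change at 8 h stayed between -1.13 and -1.06. how was then at 113 CPM at 16 h, 122 at 24 h and 134 at 32 h PHS, or 49.8%, 54.0% and 59.1% of no HS. Its intervals on the log2 scale were -1.09 to -0.92, -0.96 to -0.81 and -0.84 to -0.68. The interval at 8 h lies apart from those at 24 and 32 h, and overlaps that at 16 h. These intervals cover counting error only. The order of the times and the side of the 2-fold line at 8 h are not tested against variation between libraries. The change from no HS was -0.998 at 16 h, -0.88 at 24 h and -0.76 at 32 h. At 16 h how thus lay at the 2-fold line, and the side it fell on depended on the pseudocount and the scaling.
The genes with at least 10 CPM in no HS that fell by more than 2-fold at 8 h PHS were Spn77Bb, Gnmt, Amy-p, ovo, Amy-d, CG6330, Oct-TyrR, how, Drep2, CG5162, Pp4-19C, tsh and CG13728. ovo fell from 367 to 154 CPM (log2 change -1.24), Drep2 from 151 to 72.3 CPM (-1.05) and Pp4-19C from 107 to 51.5 CPM (-1.04). Pp4-19C returned to 89.6 CPM at 32 h PHS, while Drep2 fell further to 15.0 CPM at 24 h. Amy-p and Amy-d are near-identical neighbours, and reads that fit both are mostly dropped by the mapping quality filter, so that their values are uncertain. The other 16 genes were lower in expression, and Anp, SLO2, Dup99B and CG17242 had the largest decreases among them. Of the 29 genes lower at 8 h, 11 were also lower by more than 2-fold at 16 h, 13 at 24 h and 15 at 32 h PHS, and 5 at all 3 later times. Over features with at least 10 CPM in one of the libraries compared, 3 of 13 decreases persisted at 16 h, 3 at 24 h and 7 at 32 h. Most of the decreases that persisted at 16 and 24 h were thus in genes with lower expression. The shares set against draws here are over all features. Because all comparisons share the no HS library, unchanged libraries give some overlap too. Draws with a coefficient of variation of 0.1 had a median of 0 lower features at 8 h, too few for a share. Those with 0.2, whose spread is wider than the observed one at 8 h, had a median of 58, and in no draw did more than 22.0% of them persist at 16 or 24 h or 18.5% at 32 h, against 37.9%, 44.8% and 51.7% of the 29. Of the 35 features higher at 8 h, 7 (20.0%), 10 (28.6%) and 4 (11.4%) were still higher by more than 2-fold at 16, 24 and 32 h, against medians of 17.8%, 18.8% and 18.9% in the draws with 0.2, and the shares at 16 and 32 h lay within the range of those draws.
The paper places the fall of how RNA by 8 h PHS well before spermatocyte markers appear, and states that it was among the earliest changes detected. Its microarrays, which were not analysed here, showed the decrease with hs-Bam and not in heat-shocked bam testes without it.

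**Figure D2:**
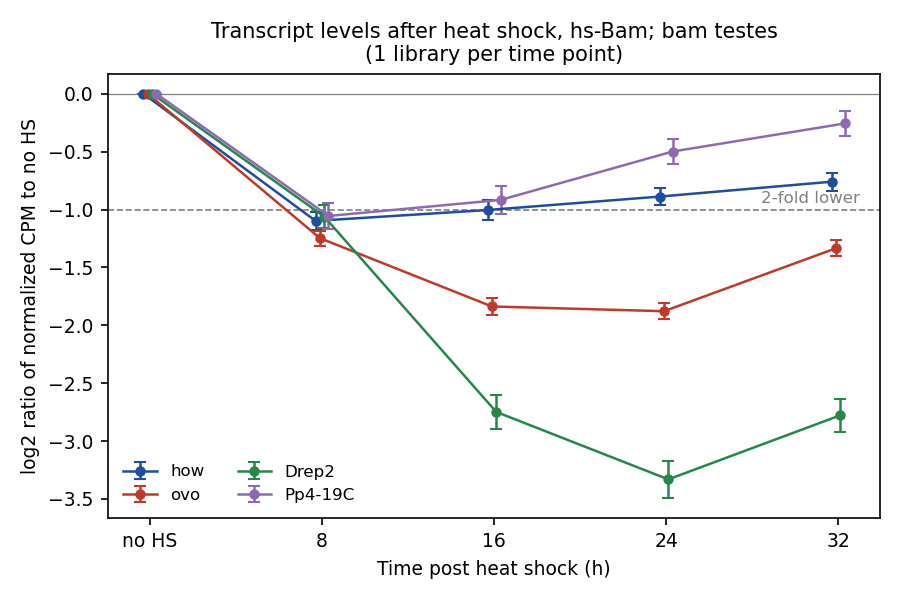
Log2 ratio of normalized CPM to no HS (vertical axis) against time post heat shock in hours for how, ovo, Drep2 and Pp4-19C, with 1 library per point. Bars are 95% intervals for counting error only and the dashed line marks a 2-fold decrease. how lies near the line at 8 and 16 h and above it at 24 and 32 h, while ovo and Drep2 stay under it at 16, 24 and 32 h.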

In the gene expression comparisons in Fig. 1*E* and *SI Appendix*, Fig. S1, only those genes that met the following criteria were colored blue (for down-regulated) or red (for upregulated): Both RNA-Seq and independent microarray analysis of testes from *hs-Bam;bam* flies subjected to heat shock showed transcript levels changed >twofold compared to the same genotype not subjected to heat shock, and testes from control *bam* mutant flies lacking the *hs-bam* did not show >twofold change expression by microarray analysis for the same gene at the indicated times PHS compared to testes from *bam* flies not subjected to heat shock (*SI Appendix*, Fig. S1). 

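In the RNA-seq alone, 73 features were lower than in no HS by more than 2-fold at 16 h, 173 at 24 h and 207 at 32 h PHS, of which 72, 169 and 203 were genes. Higher by more than 2-fold were 40 at 16 h, 96 at 24 h and 198 at 32 h. Draws of unchanged libraries with a biological coefficient of variation of 0.1 had at most 3 lower features at 16 h, 2 at 24 h and 2 at 32 h. With a coefficient of 0.2 the medians were 59.5 lower features at 16 h, 59 at 24 h and 59 at 32 h, and the largest 78, 76 and 84. The counts at 24 and 32 h exceed both sets of draws, and that at 16 h exceeds the draws with 0.1 only. The spread of the changes over well-expressed features grew as well, from an SD of 0.24 at 16 h, against 0.215 in the draws with 0.1 and 0.411 in those with 0.2, to 0.32 at 24 h and 0.37 at 32 h. The pseudocount moved these counts most, and with 0.1 CPM 513, 650 and 746 features were lower. Of the 207 features lower at 32 h, 133 were also lower by more than 2-fold at 24 h, 44 at 16 h and 15 at 8 h. Of the 198 higher at 32 h, 48 were higher at 24 h, 15 at 16 h and 4 at 8 h, and 68 were at or under 3 reads in no HS. BigH1 fell from 31.7 to 5.79 CPM by 16 h (log2 change -2.27), Pxt from 112 to 23.5 CPM by 24 h (-2.21), and stet from 66.9 to 12.5 CPM by 24 h (-2.33). Among the genes that rose most, Gld2 went from 2.34 CPM in no HS to 171 at 24 h and 290.4 at 32 h PHS, and ATPsynbetaL from 3.31 to 158 CPM at 32 h. The largest increase at 16 h was that of snRNA:U1:95Cc, from 1.85 to 26.2 CPM, an RNA that has no polyA tail.

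**Figure D3:**
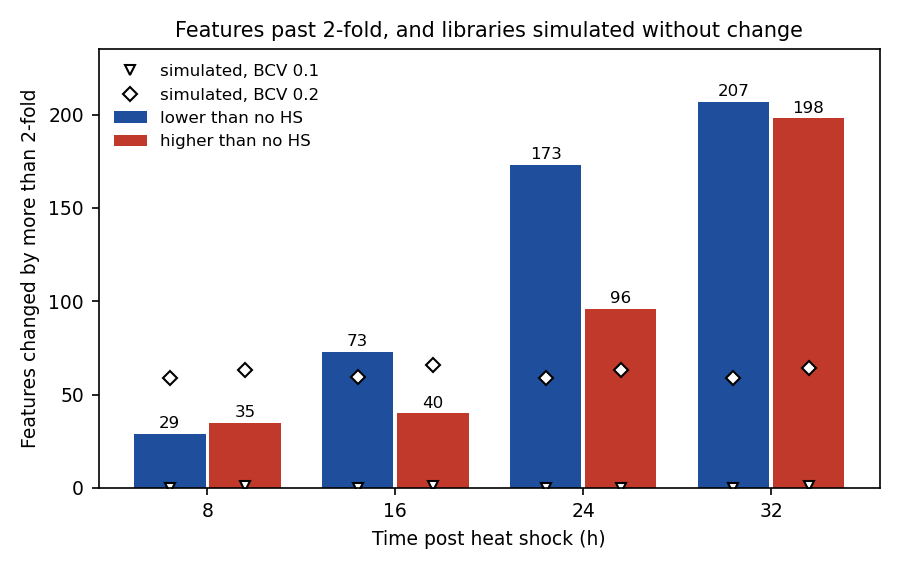
Number of features lower (blue) and higher (red) than no HS by more than 2-fold at each time post heat shock in hours, with 1 library per time point. Triangles and diamonds are the median numbers in 100 draws of unchanged libraries with a coefficient of variation (BCV) of 0.1 and 0.2. The lower features rise from 29 at 8 h to 207 at 32 h PHS.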

Transcripts from additional genes became down-regulated >twofold by later time points, with the number of genes with lowered transcripts growing from six at 8 h PHS to 28 (16 h), 83 (24 h), and 114 by 32 h PHS, by which time transcripts from a number of genes expressed specifically in spermatocytes began to be detected (*SI Appendix*, Fig. S1 *D* and *E*).

Reclustering of snRNA-seq data from early germ cells generated by Li et al. (5) showed that most early germ cell nuclei expressed either *how* RNA or *bam* RNA, while a small subset of the nuclei were positive for both (Fig. 1*F*, white dots, merge). Fluorescence in situ hybridization (FISH) confirmed that levels of *how* RNA became down-regulated as germ cells differentiate into spermatocytes (*SI Appendix*, Fig. S2 *B*–*E*) and abruptly decreased in early germ cells soon after onset of Bam protein expression in wild-type testes (Fig. 1*G* and *SI Appendix*, Fig. S2 *C*–*E*). In testes carrying a *Bam-GFP* transgene to allow visualization of Bam protein expression in mid to late transit amplifying spermatogonia, Hybridization Chain Reaction (HCR) FISH with probes recognizing the How protein coding sequence (*SI Appendix*, Table S1) detected *how* transcripts in the nucleus and cytoplasm of cells near the testis tip, apical to the region where germ cells expressing Bam-GFP were detected (Fig. 1*G* and *SI Appendix*, Fig. S2 *C*–*E*). *how* in situ signal was apparent in the cytoplasm of germ cells in some early spermatogonial cysts expressing Bam-GFP (yellow outline), while other Bam positive cysts showed little or no signal for *how* RNA (white and cyan outlines, respectively) (Fig. 1*G* and *SI Appendix*, Fig. S2 *C*–*E*), suggesting that the level of *how* RNA in spermatogonia decreases rapidly once Bam protein becomes expressed. HCR FISH with a different probe set, directed against the 3’UTR associated with *how* mRNAs that encode nuclear targeted How(L) protein isoforms (*SI Appendix*, Table S2) also detected *how* RNA signal at the testis apical tip that decreased with distance from the testis hub, like signal from the *how* protein coding region probe correlating with progression of transit amplifying spermatogonia to more mature stages (*SI Appendix*, Fig. S2*B*).

### *how* Is a Key Target of Bam for the Proliferation to Differentiation Switch.

Knocking down expression of *how* in *bam* mutant TA spermatogonia by RNAi under control of *bam-Gal4* allowed *bam* mutant spermatogonia to differentiate into spermatocytes. Whereas squashed preparations of control testes wild-type for *bam* viewed by phase contrast microscopy showed abundant large spermatocytes and elongating spermatid bundles (Fig. 2*A*), testes from males mutant for *bam* were considerably smaller, lacked spermatocytes and spermatids, and contained large numbers of small germ cells that proliferate in cysts then eventually die (Fig. 2*B*). However, if the *bam* mutant flies also carried a *UAS-how-RNAi* construct forcibly expressed in transit amplifying spermatogonia under control of *bamGal4*, the *bam*^−/−^ germ cells successfully differentiated into spermatocytes and elongating spermatids (Fig. 2*C* and *SI Appendix*, Fig. S3), indicating that the main requirement for Bam for the switch from mitosis to meiosis in males is reducing function of How. Similar rescue allowing differentiation of *bam* mutant germ cells to spermatocytes and elongating spermatids resulted from knockdown of expression of *how* by RNAi using a nonoverlapping shRNA construct from the TRiP collection (HMC03820) (*SI Appendix*, Fig. S3 *A*–*F*). The *bam* mutant males in which *how* had been knocked down by *bamGal4* induced RNAi were fertile and produced viable offspring, similar to control males, although in both cases the number of progeny was quite low, possibly due to culturing the males at 29 °C (*SI Appendix*, Fig. S3*J*).

**Fig. 2.**
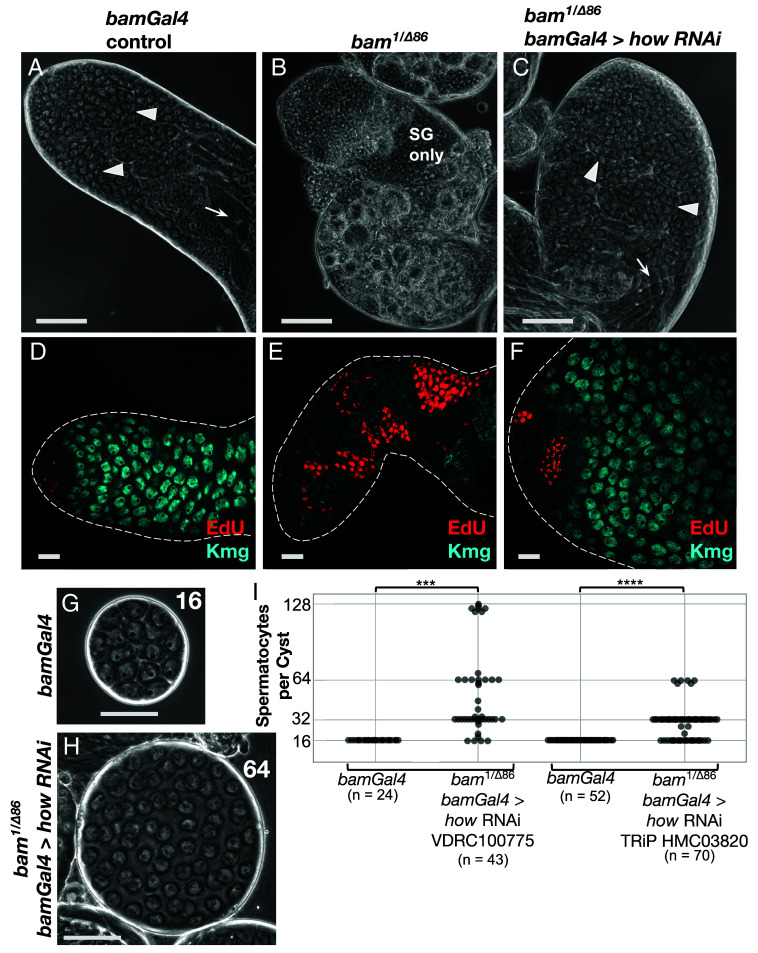
Knocking down *how* allowed spermatogonia lacking *bam* to differentiate into spermatocytes. (*A*–*C*) Phase contrast images of apical regions of testis in live squash preparations. (*A*) *bamGal4* expression driver only. (*B*) *bam^1/∆86^*. (*C*) *bam^1/∆86^*; *bamGal*4 > *how* RNAi (VDRC100775). All flies were raised under the same temperature shift regimen used for RNAi. Arrowheads: spermatocytes. Arrows: spermatid bundles. SG: spermatogonia. (Scale bar: 100 μm.) (*D*–*F*) Immunofluorescence images of testis apical tips stained for (red) EdU to mark nuclei in S phase and (blue) Kmg to mark spermatocyte nuclei. (*D*) *bamGal4* driver only control. (*E*) *bam^1/∆86^*. (*F*) *bam^1/∆86^*; *bamGal4* > *how* RNA. (Scale bar: 25 μm.) (*G* and *H*) Phase contrast images of intact spermatocyte cysts marked with the number of spermatocytes in the cyst. (*G*) *bamGal4* driver only. (*H*) *bam^1/∆86^*; *bamGal4* > *how* RNAi. (Scale bar: 50 μm.) (*I*) Number of spermatocytes per cyst from: (*Left* side) *bamGal4* sibling controls (N = 24 cysts) or *bam^1/∆86^*; *bamGal4* > *how RNAi* VDRC100775 (N = 43 cysts). (***) *P*-value = 1.716e-10, based on a Wilcoxon rank-sum test with continuity correction. (*Right* side) *bamGal4* control (N = 52 cysts) or *bam^1/∆86^*; *bamGal4* > *how RNAi* TRiP HMC03820 from Bloomington Stock #55665 (N = 70 cysts). (****) *P*-value = 1.033e-14 based on a Wilcoxon rank-sum test with continuity correction.

Testes from males mutant for *bgcn*, a binding partner of *bam*, had the same phenotype as *bam* mutants, overproliferation of transit amplifying spermatogonia that maintained expression of nuclear How protein (*SI Appendix*, Fig. S4*A*), and eventual germ cell death, with no cells at later stages of development (*SI Appendix*, Fig. S4*B*). Knockdown of *how* function in mid-to-late transit amplifying spermatogonia by RNAi under control of *bamGal4* also restored ability of *bgcn* mutant spermatogonia to differentiate into spermatocytes and elongating spermatids (*SI Appendix*, Fig. S4*C*).

Brief incubation of testes in EdU to label cells in S phase and immunofluorescence staining for the spermatocyte marker Kmg confirmed that knockdown of *how* by RNAi in mid-to-late spermatogonia under control of *bamGal4* restored the ability of *bam* mutant spermatogonia to switch to the spermatocyte state. Testes from control or RNAi knockdown flies were incubated in EdU for 5 min to label nuclei undergoing DNA replication, then immediately fixed and processed for immunofluorescence staining and imaging. Control testes from flies carrying the *bamGal4* transgene and raised under the same temperature regimen used for RNAi knockdowns showed a few small clusters of EdU-positive nuclei located near the testis apical tip, marking cysts of spermatogonia undergoing S phase in synchrony. As expected, no EdU positive nuclei were identified further from the tip, where germ cells showed expression of the spermatocyte specific marker Kmg (Fig. 2*D*). In contrast, testes from flies mutant for *bam* raised under the RNAi knockdown temperature shift regime showed many more EdU-positive cysts per testis, several with more than 16 EdU-positive nuclei, indicating spermatogonial overproliferation, and no spermatocytes expressing Kmg (Fig. 2*E*). Testes from *bam* mutant males in which expression of *how* was knocked down in late spermatogonia and early spermatocytes by RNAi under control of *bamGal4* showed many fewer EdU-positive cysts per testis, again confined to near the testis apical tip, and abundant Kmg-positive spermatocytes (Fig. 2*F*). Similar results were observed when expression of How was knocked down by a different RNAi construct expressed under control of *bamGal4* (*SI Appendix*, Fig. S3 *D*–*F*).

Notably, testes from *bam*^−/−^; *bamGal4;UAS-How RNAi* males raised under knockdown conditions were unusually wide, with many early germ cells (Fig. 2 *C* and *F* and *SI Appendix*, Fig. S3*I*). The increased width of *bam*^−/−^; *bamGal4;UAS-How RNAi* testes was likely because downregulation of *how* due to RNAi under control of *bamGal4* may occur later than in 4 to 8 cell cysts as in wild type, because of the time it takes for the *bamGal4* to be expressed, activate transcription of the RNAi construct, then for the RNAi to act upon *how* transcripts. Such delay would allow the *bam* mutant spermatogonia to go through additional rounds of mitotic transit amplifying divisions before downregulation of How. Consistent with this, spilling out individual cysts revealed that control testes raised under the knockdown temperature regimen almost always had 16 spermatocytes per cyst. In contrast, *bam^−/−^*; *bamGal4;UAS-How RNAi* testes normally had 32, 64, and sometimes more spermatocytes per cyst, indicating five, six, or more rounds of transit amplifying divisions prior to the switch to spermatocyte state, rather than the normal four (Fig. 2 *G*–*I*).

Conversely, forced expression of nuclear-targeted How but not cytoplasmic How in mid-stage spermatogonia was sufficient to largely block differentiation of otherwise wild-type spermatogonia into spermatocytes. The *how* locus encodes several transcript and protein isoforms (*SI Appendix*, Fig. S2*A*) (15). Some transcripts encode long forms of How protein that have a C-terminal nuclear localization signal [How(L)]. Others encode shorter forms of the protein that lack the nuclear localization signal [How(S)] and are cytoplasmic.

Flies bearing a transgene with UAS sequences controlling inducible expression of How(L) protein (isoform A in *SI Appendix*, Fig. S2*A*) cloned in-frame with a C-terminal HA epitope tag followed by terminator sequences from SV40 [*UAS-How(L)HA-SV40*] were crossed to flies bearing *bamGal4* to drive expression in mid-to-late transit amplifying spermatogonia. The mated flies were cultured at 25 °C for 3 d then adults were removed and the progeny shifted to and maintained at 29 °C to boost expression from the *UAS-How(L)HA-SV40* transgene. Under these conditions, testes from the newly eclosed *bamGal4; UAS-How(L)-HA-SV4* progeny had extensive apical regions filled with small germ cells (Fig. 3*B* red bracket; compare to Fig. 3*A*), followed by areas with dying cells, as in *bam* mutant testes. Some testes also had a few cysts containing spermatocytes or postmeiotic spermatids, usually located far down the testis away from the apical tip, distal to the region with cell death.

**Fig. 3.**
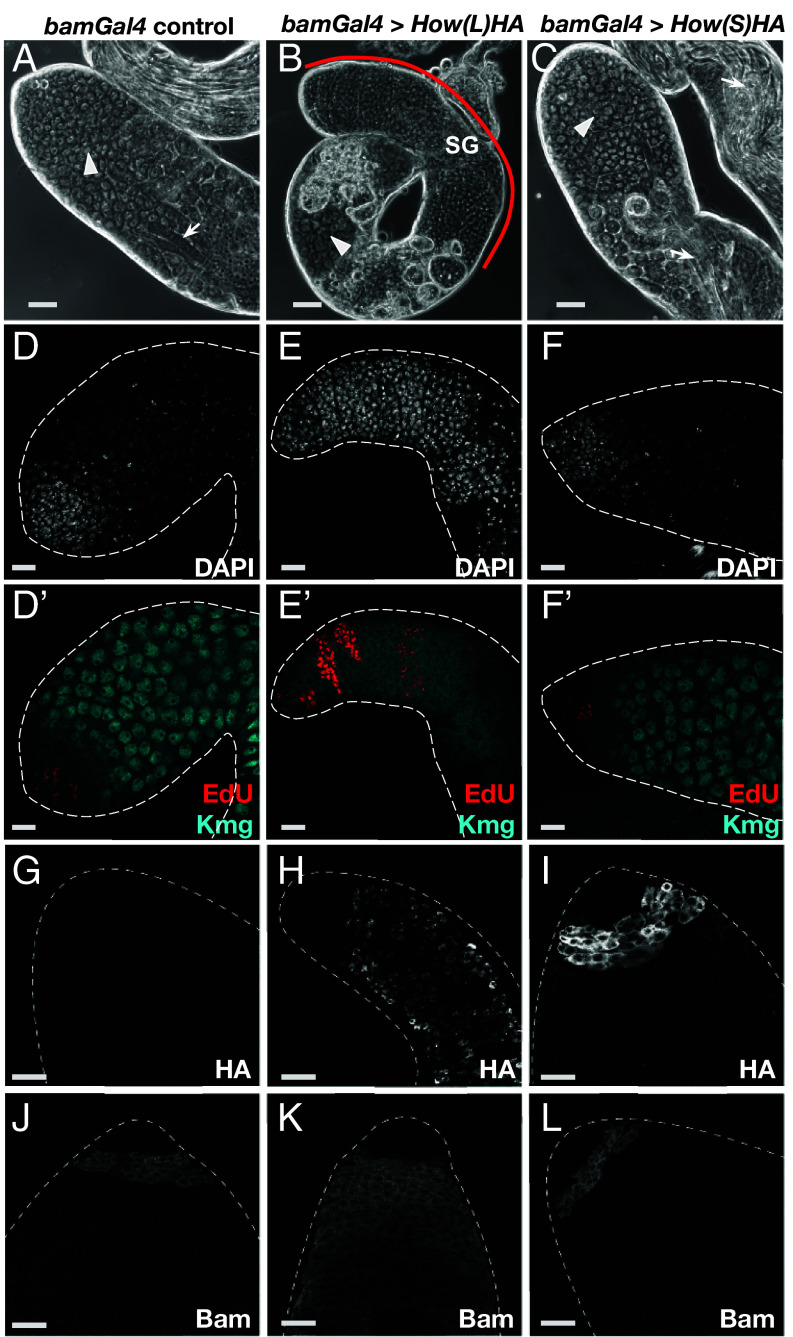
Overexpression of How(L) but not How(S) blocked the transition from spermatogonia to spermatocytes. (*A*–*C*) Phase contrast images of testis apical tips from (*A*) *bamGal4* driver only. (*B*) *bamGal4* > *UAS-How(L)HA-SV40*. (*C*) *bamGal4* > *UAS-How(S)HA-SV40*. SG: spermatogonia. Arrowheads: spermatocytes. Arrows: elongating spermatids. The red line in (*B*) marks region with overproliferating spermatogonia. (Scale bar: 50 μm.) (*D*–*F'*) Immunofluorescence images of apical tips of testes stained with (*D–F*) DAPI to mark nuclei and (*D'–F'*) EdU to mark nuclei in S phase and anti-Kmg to mark spermatocyte nuclei. (*D*) *bamGal4* driver only. (*E*) *bamGal4* > *UAS-How(L)HA-SV40*. (*F*) *bamGal4* > *UAS-How(S)HA-SV40*. (Scale bar: 25 μm.) (*G*–*I*) Immunofluorescence images of testis apical tips stained with anti-HA to detect the forcibly expressed How(L) and How(S). (*G*) *bamGal4* driver alone control. (*H*) *bamGal4*, *UAS-How(L)HA-SV40* showing nuclear localization of How(L). Note persistence of How(L)HA expression in the overproliferating spermatogonia. (*I*) *bamGal4* > *UAS-How(S)HA-SV40* showing cytoplasmic localization of How(S). Note shut off of How(S)HA expression in differentiating spermatocytes. (*J*–*L*) Immunofluorescence images of testis apical tips stained with anti-Bam. (*J*) *bamGal4* control. (*K*) *bamGal4* > *UAS-How(L)HA-SV40*. (*L*) *bamGal4* > *UAS-How(S)HA-SV40*. (Scale bar: 25 μm.)

Immunofluorescence staining after a short pulse of EdU revealed that most (~80%) of the *bamGal4; UAS-How(L)HA SV40* testes had a much larger than normal number of cysts with germ cells undergoing synchronous DNA replication per testis than controls (Fig. 3*E’*). The germ cell cysts subjected to forced expression of How(L) often had more than 16 nuclei undergoing S phase, indicating overproliferation. In addition, the nuclei remained small and stained brightly with DAPI, unlike in spermatocytes, and lacked expression of the spermatocyte marker Kmg (Fig. 3*E’*). Immunofluorescence staining with anti-HA confirmed that How(L)-HA was localized to germ cell nuclei and that the *bamGal4* driver did not force expression of *How(L)HA* in germ line stem cells and early spermatogonia (Fig. 3*H*). Notably, immunofluorescence staining with anti-Bam showed that Bam protein was expressed in the spermatogonia that overproliferated when *How(L)HA-SV40* was forcibly expressed, indicating that the failure of spermatogonia to differentiate was not due to repression of Bam by nuclear targeted How(L) (Fig. 3*K*).

In contrast, testes from males expressing *UAS-How(S)HA-SV40* (isoform B in *SI Appendix*, Fig. S2*A*, which lacks the NLS) under control of *bamGal4* raised under the same conditions did not show massive overproliferation of spermatogonia, but instead had a modest population of small germ cells at the testis apical tip followed by plentiful differentiating spermatocytes, visible as large cells with large nuclei in unfixed squashed preparations viewed by phase contrast microscopy (Fig. 3*C*). Immunofluorescence staining confirmed that the switch to spermatocyte state occurred after a limited number of mitotic divisions when *How(S)HA* was forcibly expressed in mid-to-late spermatogonia. Testes from *bamGal4; UAS-How(S)HA-SV40* males subjected to a brief incubation in EdU showed only a small number of EDU positive cysts, all of which were close to the apical tip. The testes also had many spermatocytes, marked by large nuclei positive for Kmg protein, starting from within a few cell diameters of the testis apical tip (Fig. 3*F’*). Immunofluorescence staining with anti-HA confirmed that How(S)HA was cytoplasmic (Fig. 3*I*). As expected for the *bamGal4* driver, anti-HA was not detected in very early germ cells at the testis tip. Together these data indicate that it is nuclear rather than cytoplasmic forms of How protein that block the ability of spermatogonia to differentiate into spermatocytes.

Addition of 3’UTR sequences from *how(L)* mRNA reduced the effect of forced expression of *How(L)HA* on the ability of spermatogonia to stop proliferating and differentiate into spermatocytes. *How(L)* mRNA isoforms have overlapping 1566nt - 2424nt 3’UTRs, which do not share sequences with the much shorter 3’UTRs of mRNA isoforms that encode How(S) proteins (15) (*SI Appendix*, Fig. S2*A*). The 2424nt How(L) 3’UTR from *how* mRNA isoform A (*SI Appendix*, Fig. S2*A*) was cloned into the *UAS-How(L)HA-SV40* overexpression construct between the HA tag and the SV40 terminator to generate *UAS-How(L)HA-How(L)3’UTR-SV40* (Fig. 4, *Top* diagram) and introduced into flies as a transgene (*Methods*).

**Fig. 4.**
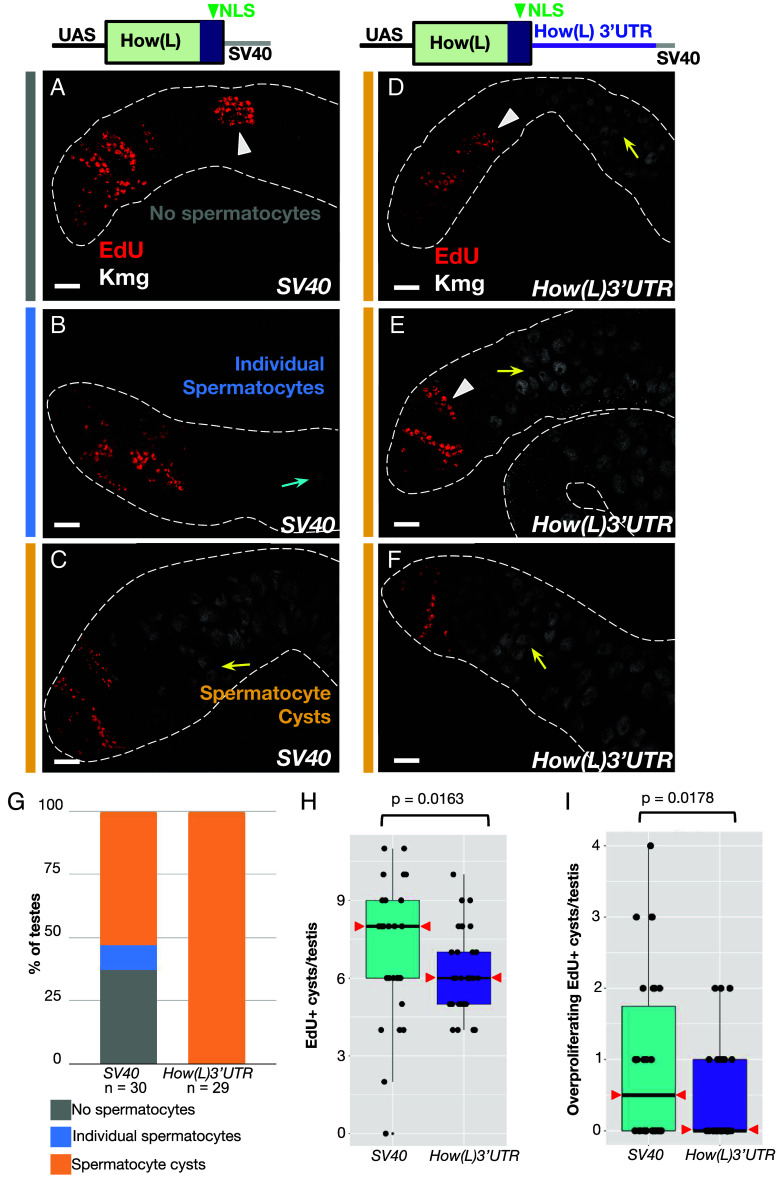
Adding the How(L) 3’UTR reduced the effect of forced expression. (*A*–*F*) *Top*: cartoons depicting design of the overexpression constructs. (*Left*) *UAS-How(L)HA* with the SV40 terminator, (*Right*) *UAS-How(L)HA* with the 2424nt 3’UTR from How(L) (*SI Appendix*, Fig. S2*A*) added before the SV40 terminator. Immunofluorescence images of testes stained for (white) Kmg to mark spermatocyte nuclei and (red) EdU to label cysts in S phase in the phenotypic classes indicated in (*G*). (*A*–*C*) *bamGal4* > *UAS-How(L)HA-SV40*. (*D*–*F*) *bamGal4* > *UAS-How(L)HA-3’UTR-SV40*. Flies were grown at 18 °C for their entire life. Arrowheads: EdU positive cysts. Blue arrow: single Kmg positive spermatocyte. Yellow arrows: spermatocytes in cysts. [Scale bar in (*A*–*F*): 25 μm.) (*G*) Graph of the percentage of testes from each genotype with either (gray) no spermatocytes detected, (blue) single spermatocytes or (orange) cysts of multiple spermatocytes, scored based on the spermatocyte marker Kmg. *SV40* n = 30 testes. *How(L)3’UTR* n = 29 testes. Percentages were compared using a two-sample *t* test of proportions. Percentage of testes containing spermatocyte cysts (*P* = 2.5 × 10^−5^) and percentage of testes containing any spermatocytes (*P* = 3.0 × 10^−4^) differed significantly between the two genotypes. (*H*) Distribution of the number of EdU positive cysts in *bamGal4* > *UAS-How(L)-SV40* testes and *bamGal4* > *UAS-How(L)-3’UTR-SV40* testes. Statistical tests performed via one-way between-groups ANOVA. (*I*) Number of overproliferating (>16 nuclei) EdU positive cysts from testes overexpressing *How(L)-SV40* (n = 30 testes) compared to *How(L)-3’UTR-SV40* (n = 29 testes). *P*-value calculated as for (*H*). The median in *How(L)-3’UTR-SV40* was zero overproliferating cysts/testis. Medians marked by red arrowheads in all conditions.

Flies bearing either the newly constructed *UAS-How(L)HA-How(L)3’UTR-SV40* transgene [hereafter termed *UAS-How(L)-3’UTR*] or a parallel *UAS-How(L)-SV40* transgene lacking the *How(L) 3’UTR* [hereafter termed *UAS-How(L)-SV40*] inserted at the same genomic site were then crossed to flies bearing *bamGal4* to drive expression starting in mid-to-late spermatogonia and the progeny grown continuously at 18 °C. Under these conditions, forced expression of *UAS-How(L)-SV40* had a range of phenotypes, visualized, and scored by EdU labeling and anti-Kmg staining. Some testes (37%) had no spermatocytes detected at all (Fig. 4*A*), while the remaining 63% of testes contained at least some individual Kmg-positive spermatocytes (Fig. 4*B*), with 53% of the testes scored containing entire cysts of Kmg-positive spermatocytes (n = 30 testes) (Fig. 4 *C* and *G*). However, in flies in which the *UAS-How(L)-3’UTR* construct was forcibly expressed under control of *bamGal4* at 18 °C, 100% of testes had at least some spermatocyte cysts (n = 29 testes) (Fig. 4 *D*–*G*). Briefly incubating testes in EdU to label nuclei in S phase revealed that flies overexpressing How(L)-HA with and without the How(L)3’UTR both contained spermatogonial cysts that had undergone additional rounds of proliferation beyond the normal 4, visualized as EdU positive cysts with many more than 16 labeled nuclei (Fig. 4 *A*–*F* and *H*). However, *UAS-How(L)-3’UTR* testes had overall less spermatogonial overproliferation, based on fewer cysts undergoing S phase per testis (Fig. 4*H*) and fewer cysts with more than 16 EdU labeled nuclei per cyst (Fig. 4*I*), compared to testes from flies overexpressing *UAS-How(L)-SV40* [without the How(L) 3’UTR] grown in parallel. The milder effect of forced overexpression of *How(L)-3’UTR* compared to *How(L)-SV40* under control of *bamGal4* raised the possibility that Bam may downregulate How expression via the How(L) 3’UTR.

### Bam May Downregulate *how* by Recruiting the CCR4-NOT Complex.

The reduction of *how* transcript levels in transit amplifying spermatogonia soon after the appearance of Bam protein in the cytoplasm (Fig. 1*G* and *SI Appendix*, Fig. S2 *C*–*E*) suggested that Bam may downregulate *how* at least in part due to effects on the *how* RNA. Protein structure studies by Sgromo et al. showed that a 23 amino acid sequence near the N terminus of the Bam protein binds in a groove of Caf40, a subunit of the CCR4-NOT complex (11). Further, Sgromo et al. showed that when Bam or an N-terminal fragment of Bam containing the Caf40-binding motif (CBM) was tethered to a luciferase reporter RNA, it was able to recruit CCR4-NOT for transcript degradation, decreasing levels of luciferase RNA and protein (11). These findings raise the possibility that Bam and Bgcn may downregulate *how* by recruiting Caf40. Consistent with this, knockdown of *Caf40* in early spermatogonia by RNAi under control of *nosGal4* resulted in massive overproliferation of small germ cells, similar to the phenotype observed in *bam* mutant males (Fig. 5*C* and *SI Appendix*, Fig. S5 *B*–*E*). Digesting the testis sheath to spill out intact cysts confirmed that the overproliferating small cells were organized in cysts (Fig. 5*D*), as in *bam* mutants. Brief incubation in EdU confirmed that large clusters of germ cells were undergoing DNA synthesis in synchrony in testes in which expression of *Caf40* had been knocked down under control of *nosGal4*, while immunofluorescence staining confirmed failure to turn on expression of the spermatocyte marker Kmg (Fig. 5*F*), as in *bam* mutant males. Strikingly, immunofluorescence staining with anti-Bam revealed that the hundreds of small germ cells that overproliferated when *Caf40* was knocked down by RNAi under control of *nosGal4* expressed Bam protein (Fig. 5*H*), indicating that they were germ cells and that the failure to differentiate was not due to failure to express Bam.

**Fig. 5.**
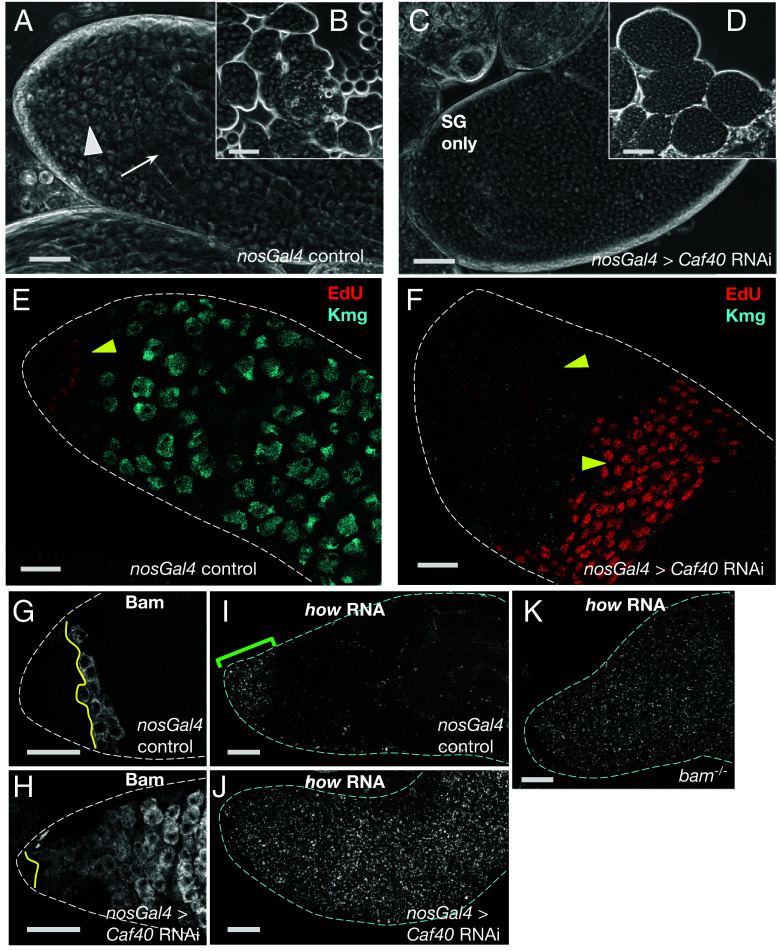
The CCR4-NOT component Caf40 is required for *how* repression. (*A*–*D*) Phase contrast images of testis apical tips from males carrying (*A* and *B*) *nosGal4* driver only control and (*C* and *D*) *nosGal4* > *Caf40 RNAi* (TRiP HMS05850 Bloomington stock #67987). White arrowhead: spermatocytes. White arrow: spermatid bundles. SG = spermatogonia. (*B* and *D*) Spilled out cysts from (*B*) *nosGal4* control testes including many spermatocyte cysts as well as more uncommon cysts of smaller spermatogonia. Spilled out cysts from (*D*) *nosGal4* > *Caf40* RNAi males contained many small cells and no spermatocytes. (*E* and *F*) Immunofluorescence images of testes apical tips from (*E*) *nosGal4* driver only control and (*F*) *nosGal4* > *Caf40* RNAi labeled with (red) EdU to mark nuclei in S phase and (cyan) anti-Kmg to mark spermatocyte nuclei. Yellow arrowheads: cysts of EdU positive spermatogonia. (*G* and *H*) Immunofluorescence images of testis apical tips stained with anti-Bam from (*G*) *nosGal4* and (*H*) *nosGal4* > *Caf40* RNAi flies. Yellow line: boundary between early spermatogonia and Bam positive spermatogonia. (*I*–*K*) Apical tips of testes stained for *how* RNA by HCR with probes complementary to the How protein coding sequence. (*I*) *nosGal4* control. Green bracket: region with *how* transcripts in spermatogonia. (*J*) *nosGal4* > *Caf40* RNAi. (*K*) *bam^1/∆86^*. [Scale bar: 50 μm (*A*–*D*); 25 μm (*E*–*K*).] All control flies were raised under the same temperature regimen used for the RNAi (3 d at 25 °C, then cultured at 29 °C).

Analysis by fluorescence HCR in situ hybridization (FISH) confirmed that *how* transcripts remained in the germ cells that overproliferated after function of the CCR4-NOT component *Caf40* was knocked down by RNAi. In testes from control males carrying the *nosGal4* driver but not the *UAS-Caf40 RNAi* construct (Fig. 5*I*) raised under RNAi temperature shift conditions, *how* mRNA was detected in early germ cells near the testis apical tip but was not detected in the spermatocyte region further down the testes (as in Fig. 1). However, despite the expression of Bam protein, *how* transcripts remained high in the overproliferating germ cells that accumulated in testes in which *Caf40* had been knocked down in early germ cells under control of *nosGal4*, as observed in *bam^−/^*^−^ males (Fig. 5 *J* and *K*). The persistence of *how* transcripts despite the presence of Bam protein suggested that Caf40 does not act upstream of Bam but instead might be part of the mechanism through which Bam protein down-regulates *how* RNA.

## Discussion

### A Key Function of Bam in Spermatogonia Is Repression of *how*.

Our results indicate that the major role of Bam and Bgcn in the switch from mitotic proliferation to onset of the meiotic program in the male germ line is to down-regulate expression of How, the *Drosophila* homolog of mammalian Quaking (Fig. 6*A*). Most telling, male germ cells lacking *bam* function can differentiate if expression of *how* is knocked down in mid-to-late stage transit amplifying spermatogonia by RNAi. In addition, forced expression of a nuclear targeted isoform of How, How(L), was sufficient to cause spermatogonia to overproliferate and largely fail to become spermatocytes. Strikingly, spermatogonia subjected to forced expression of How(L) expressed abundant Bam protein, indicating that the failure to differentiate was not due to How(L) repressing expression of Bam.

**Fig. 6.**
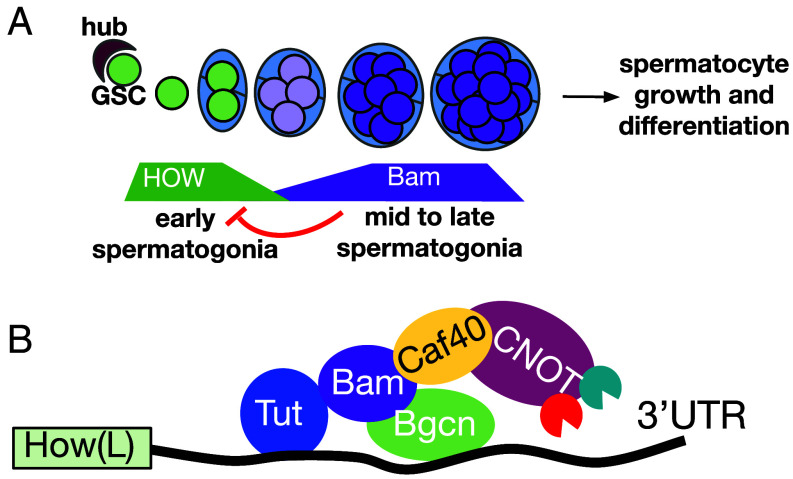
Model for mechanism of Bam action on *how* RNA. (*A*) Cartoon of *How* (green) and *Bam* (purple) protein expression in the germ line stem cell and spermatogonia. Levels of *how* decrease as Bam expression appears at the four cell cyst stage. Bam levels increase in mid-to-late spermatogonia until sufficient to repress expression of *How*, allowing the subsequent switch from proliferation to differentiation. (*B*) Model for regulation by Bam, Bgcn, and Tut: Bam protein binds the CCR4-NOT subunit Caf40, acting as an adaptor between the CCR4-NOT complex and its target transcripts.

Our finding that knockdown of *Caf40* by RNAi driven by *nosGal4* led to overproliferation of spermatogonial cysts and persistence of *how* RNA and protein, even though Bam protein was present, suggested that *Caf40* is required for Bam to downregulate *how*. Sgromo et al. showed that Bam protein has a 23-amino acid N-terminal domain that binds in a groove of *Caf40* (homolog of human NOT9), a subunit of the CCR4-NOT complex (11). Through this Caf40-binding motif (CBM) domain, Bam tethered to a reporter RNA was able to recruit the CCR4-NOT complex to degrade the reporter RNA (11). Bam protein appears to participate in a ternary complex, bridging between the RNA-binding protein Tut bound to sequences in the Bam N-terminal third and the RNA-binding protein Bgcn bound to sequences in the Bam C-terminal third (9). Consistent with models suggested by others, we propose that Bam, recruited to target RNAs by its structural partners Bgcn and Tut, may act as an adaptor to recruit the CCR4-NOT deadenylation complex to destabilize the bound RNA and/or lead to its translational repression (9, 11, 16) (Fig. 6*B*). In support of the model that Bam targets *how* RNA for degradation and/or translational repression by recruiting CCR4-NOT, knockdown of several CCR4-NOT subunits by RNAi under control of the *bamGal4* driver showed a mild overproliferation phenotype in spermatogonial cysts (16).

Bam and Bgcn have been shown to downregulate expression of E-Cadherin via sequences in the E-Cadherin 3’UTR (17). Assays conducted in S2 cells carrying reporter constructs with the Firefly *luciferase* coding sequence attached to the 3’UTR from E-Cadherin showed that expression of luciferase was down-regulated compared to a renilla control with a heterologous 3’UTR if Bam and Bgcn were coexpressed in the cells. The inhibition of luciferase expression was not observed when either Bam or Bgcn was expressed without its partner, but was detected if Bam was tethered to the E-Cadherin 3’UTR. Bgcn, Bam, and Tut have also been shown to repress expression of Mei-P26 via sequences in the *mei-P26* 3’UTR (9, 12).

Bam serves as a differentiation factor in both the male and female germ lines (7, 8). The regulatory logic is similar: In both cases, action of *bam* down-regulates a factor required for maintenance of the precursor state. In *Drosophila* females, the germ line stem cell state is maintained by *nanos* and *pumilio*, which are thought to repress translation of transcripts that drive differentiation (8, 18–20). Loss of function of *nanos* or *pumilio* in females resulted in loss of germ line stem cells to differentiation (19). In female early germ cells, expression of *nanos* protein was abruptly down-regulated when Bam protein became expressed in late cystoblasts. Nanos protein expression persisted in the oogonia that overproliferate in *bam* mutant ovaries, and the downregulation of *nanos* in response to Bam depended on sequences in the *nanos* 3’UTR (8, 21). Similarly, in males, How protein is down-regulated when Bam becomes expressed in mid stage transit amplifying spermatogonia, How protein persisted in spermatogonia mutant for *bam*, and addition of the How(L) 3’UTR somewhat reduced the effects of forced expression of How(L).

The timing of Bam expression and action is different in male than in female germ cells. In females, Bam protein becomes upregulated enough to be detected by immunofluorescence staining in the late cystoblast, the immediate daughter of a stem cell division, which will found a clone of female germ cells that will eventually generate one oocyte and fifteen nurse cells. In males, Bam protein is upregulated later, during the spermatogonial transit amplifying divisions, so that it was initially detected by immunofluorescence staining in four cell cysts, appeared to increase in level by the 8 cell stage, and remained present through premeiotic S phase before being abruptly degraded (4). In both sexes, expression of How protein in germ cells appears reciprocal to expression of Bam. In females, How protein was present in the nucleus of female germ line stem cells but was abruptly down-regulated by the two-cell stage (22). Male germ line stem cells also showed nuclear How, which persisted in gonialblasts and two cell transit amplifying stages but dropped precipitously once Bam protein was expressed and began to accumulate (13, this study).

In males, knockdown of *how* in germ line stem cells and early transit amplifying cells under control of *nosGal4* led to loss of germ line stem cells, as did induction of germ line clones homozygous for a strong loss of function *how* allele (13). Germ cells homozygous mutant for *how* appeared stalled in G2 at the two cell cyst stage, likely due to defects in expression of *Cyclin B*, and eventually died (13). The effect of loss of How function in female germ line stem cells was different: Induction of germ line clones mutant for *how* led to gradual loss of female germ line stem cells, possibly to differentiation, but not to cell cycle arrest and apoptosis (22). These results suggest that although the regulatory relationship between How and Bam may be similar, the roles of How (and Bam) in early germ cells in the two sexes likely differs.

Monk et al. (13) observed that using *nosGal4* to drive overexpression of *How(L)-SV40* in early germ cells (approximately the time when How is normally expressed) caused shortening of cell cycle time in TA spermatogonia, likely due to increased expression of Cyclin B, and frequent 32 cell spermatocyte cysts, indicating switching from spermatogonia to spermatocytes after 5 rather than the usual 4 rounds of transit amplifying mitotic divisions. Monk et al. proposed that How(L) represses expression of Bam protein in early spermatogonia (13). In contrast, we found that using *bamGal4* to drive forced expression of *How(L)-SV40* later, a time when it is normally down-regulated, resulted in massive overproliferation of spermatogonia. Strikingly, Bam protein was expressed in the spermatogonia overproliferating under these conditions, arguing that How(L) does not repress expression of Bam in later stage spermatogonia.

Our data suggest that Bam down-regulates expression of How in mid-to-late transit amplifying spermatogonia, possibly through the How(L) 3’UTR, which was not included in the *How(L)-SV40* construct. Such a mutual repression relationship may provide a mechanism to convert a gradual rise in Bam expression (perhaps driven at the level of transcription) into a sharp switch in cell state. In early transit amplifying male germ cells, abundant How(L) protein may repress premature accumulation of Bam protein and maintain a stem cell competent, early TA state. As expression *of bam* transcript and protein rise, however, Bam may reach levels sufficient to bind via a Tut-Bam-Bgcn complex to all or most of the How(L) mRNA molecules, targeting them for translational repression and/or degradation and so throwing the switch to onset of differentiation. Alternatively, the 32 spermatocyte cell cysts detected by Monk et al. could be due to the observed shortening of the cell cycle in spermatogonia after forced expression of How(L) under control of *nosGal4* (13) rather than to How(L) repression of *bam* in early spermatogonia. As shown by Insco et al. shortening the cell cycle can allow more cysts to complete 5 rounds of cell division before Bam protein reaches the critical level required for the switch to spermatocyte state (4).

The fact that testes from *bamGal4>UAS-How(L)-3'UTR* males still showed some aberrant overproliferation of spermatogonia may be because getting the proportions of *how* RNA and Bam protein just right so that all the *how* RNA can be bound and repressed/degraded is not easy. The amount of How(L)-3'UTR mRNA produced in the *bamGal4>UAS-How(L)-3'UTR* males may titrate out the endogenous Bam protein and so overwhelm the capacity of Bam to repress either the *UAS-How(L)* or endogenous *how* RNA.

A central lesson from genetic analysis of the *Drosophila* male and female germ line adult stem cell lineages is that the switch from precursor cell state to onset of differentiation is controlled by a cascade of RNA-binding proteins. In each case, Bam protein with its RNA-binding partner Bgcn acts to trigger differentiation by downregulation of another RNA-binding protein. In females, the key target is the translational inhibitor *nanos* (8). Here, we show that in males the key target is the RNA-binding protein How. It will be interesting in future work to test whether mRNAs bound and regulated by How(L) in early spermatogonia maintain the germ cells in a proliferative state or block their differentiation. Our results suggest that it will also be important to investigate whether similar regulation by RNA-binding proteins controls the switch from proliferation to differentiation in adult stem cell lineages in other organisms.

## Methods

### Fly Strains and Husbandry.

Flies were raised on molasses food. Overexpression and knockdown crosses were raised at 25 °C for 3 d, then shifted to 29 °C after discarding adults, unless otherwise noted. RNAi lines were obtained from The Vienna Drosophila Resource Center (VDRC): UAS *how* RNAi (100775), UAS *caf40* RNAi (101462), and the Bloomington Drosophila Stock Center: UAS *how* RNAi (Bloomington stock #55665, containing TRiP line HMC03820) and UAS *caf40* RNAi (67987, containing TRiP line HMS05850). Results using the How RNAi line VDRC100775 are shown throughout except for Fig. 2*I* and *SI Appendix*, Figs. S3 and S6, which also show results from knocking down How using the TRiP RNA construct HMC03820 carried in Bloomington stock #55665. For Fig. 4, flies were raised at 18 °C throughout. For the heat shock time course, flies were raised at 25 °C until there were mid- and late-stage pupa. Then bottles were placed in a 37 °C water bath for 30 min to induce heat shock and returned to 25 °C, as spelled out in ref. 14. *UAS-How(Long)-3xHA* and *UAS-How(Short)-3xHA* fly stocks with an SV40 heterologous 3'UTR were a gift from T. Volk, Weizmann Institute of Science, Rehovot, Israel (23). Two Gal4 driver lines were used: *nanosGal4*-*VP16* for germ line stem cells and early spermatogonia and *bamGal4* for the mid- to late spermatogonia (24, 25). Gal4 driver strains for knockdowns also contained *UAS-Dicer2*. The *bam* alleles were *bamP*-*bam-GFP* (25), *bam^1^* (6), and *bam*^Δ86^ (26).

### Phase Contrast Microscopy.

For testis squashes, testes from 0 to 1 d old males were dissected in PBS. Whole testes or cysts were flattened into a monolayer under a coverslip by wicking away PBS and observed by phase contrast microscopy using a Zeiss Axioskop. Images were taken with a Spot Imaging camera and software. To count the number of spermatocytes per cyst, dissected testes were treated with 0.5 mg/mL collagenase (Sigma C7657) + 0.5 mg/mL dispase (Worthington, LSO2109) in PBS on a slide for 1.5 to 3 min (larger testes burst open sooner) (as described in ref. 27). The reaction mix was replaced with PBS and cysts were gently flattened under a coverslip by wicking away liquid before counting and imaging.

### Transgenics.

Plasmids containing *how* coding sequences with HA tags expressed under control of UAS were a gift from Talila Volk (23). The *how*(L) coding sequence (FBgn0264491, isoform A on FlyBase) was amplified and inserted into a pUASTattB vector at NotI and XhoI restriction sites (15). To add the *how*(L) 3’UTR (FBtr0084177) was amplified in two parts from *bam* testis cDNA (to exclude the intron) and inserted upstream of the SV40 polyadenylation site, using XhoI and XbaI restriction sites. Differences in the *how* coding sequence from published fly genome (Dm6) were corrected to match *bam^1^*/*bam*^Δ86^ mutant flies, using a Q5 Site-Directed Mutagenesis Kit (New England Biosciences E0554S). Plasmids were injected into PhiC31 integrase transgenic flies and the constructs were integrated at attP40 on chromosome 2L, then selected for transformants by BestGene Inc. (Chino Hills, CA) (28).

### Immunofluorescence.

For whole mount preparations, whole testes were dissected in PBS, fixed in 4% paraformaldehyde (PFA) for 20 min and washed twice in PBS. The tissue was permeabilized in a solution of 1× PBS, 0.6% sodium deoxycholate, and 0.6% Triton for 1 h at room temperature, then washed twice before blocking overnight in PBST(Triton)-3% BSA (bovine serum albumin) at 4 °C. Primary antibodies were added at the following concentrations and testes were incubated rotating for two days: rabbit anti-HOW (1:50), mouse anti-Bam from DSHB (1:10), rabbit anti-Kmg (1:200) (14), mouse anti-HA (1:200), and goat anti-Vasa (1:100, Santa Cruz Biotechnology). After two PBS washes at room temperature, donkey secondary antibodies (Alexa Fluor, ThermoFisher) were added at 1:500 and the samples were incubated for 2 h at room temperature. Testes were then mounted on a slide in DAPI mount (Vectashield). To decrease background/nonspecific binding, the rabbit anti-HOW antibody (gifted by T. Volk) was preabsorbed with ~10 new wild-type testes overnight 3 times (fixed as for whole mount preparations.

For squashed preparations (samples stained with anti-How and anti-Bam), testes were placed on a SuperFrost Plus slide in a square drawn with a hydrophobic marker. Then the tissues were flattened live under a coverslip before being flash frozen in liquid nitrogen. After removing the coverslip, slides were incubated in cold 95% ethanol for 10 min before being fixed in 4% PFA for 7 min. Testes were washed in PBST (Triton-X) before being transferred to a wet chamber for blocking overnight in BSA at 4 °C, after which antibody staining continued as for whole mounts.

### EdU Labeling.

Cells in S phase were labeled with the Click-iT EdU Cell Proliferation Kit for Imaging–Alexa Fluor 555 dye (Invitrogen–C10338). Testes were dissected in Schneider’s (S2) medium and transferred into a drop of the same medium on a slide. The medium was then removed and replaced with 100 μM 5-ethynyl-2′-deoxyuridine (EdU) in S2 cell medium and incubated for 5 min at room temperature. Testes were then washed twice in S2 medium by removing the liquid with a pipette and replacing it with S2 medium. After the washes, testes were transferred with tweezers from the drop of S2 medium into a 1.7 mL Eppendorf tube with ~200 μL 1×PBS, then immediately the PBS was drawn off and replaced with 200 μL 4% paraformaldehyde in PBS for 20 min (rotating at room temperature) to fix, followed by two washes in PBST. The testes sheaths were then permeabilized in PBS with 0.6% Triton and 0.6% sodium deoxycholate for 1 h. The permeabilization mix was removed and the testes were rinsed once with PBST before adding the EdU detection reaction mix per the manufacturer’s instructions. Testes were then incubated in the dark with the reaction mix for 30 min, the reaction mix was removed, and the testes washed twice in 500 μL of PBST at room temperature. Blocking and antibody protocols continued in the same way as for squashes and whole mounts.

### HCR In Situs.

Probes to label the *how* coding sequence and the *how(L) 3’UTR* were designed following the method of Bedbrook et al. (29), which generated 44 probes (22 pairs) then ordered from Integrated DNA Technologies at 50 pmol/oligo. All other reagents were from Molecular Instruments (Los Angeles, CA), including H1 and H2 hairpins conjugated with 488. Testes were dissected in 1×PBS, fixed in 4% paraformaldehyde for 20 min, then permeabilized in 0.6% sodium deoxycholate for 30 min. Samples were then washed twice in PBS at RT.

HCR in situ hybridization followed the “sample in solution” HCR™ RNA-FISH protocol from Molecular Instruments with the following specifications: Probe solution was made with 1 μM of probes. Hybridization buffer and probe wash buffer were reduced to 200 μL from 500 and preamplification was done in 250 μL of amplification buffer. After completing the HCR protocol, DAPI mounting medium was added, testes were mounted on a slide and imaged by confocal microscopy.

### Imaging and Quantification.

Immunofluorescence stained or HCR FISH testes were imaged on a Leica SP8 Confocal microscope. Image brightness was adjusted in FIJI. To quantify overproliferation, testes were scored for the overall number of EdU positive cysts per testis and the number of EdU positive cysts with >16 cells each. Testes were also stained for the spermatocyte marker Kmg and scored for the presence of individual Kmg positive spermatocytes or spermatocyte cysts. For the quantification in Fig. 4, EdU and Kmg scoring was performed with the scorer blind to the genotypes.

### Analysis of Transcripts Expressed in Testes.

Microarray experiments were performed as described in ref. 14. To control for possible persistent changes in gene expression resulting from the heat shock treatment, control *bam^1^*/*bam*^Δ86^ flies lacking the *hsBam* transgene were subjected to 30 min of heat shock then cultured at 25 °C for 8, 16, 24, or 32 h in parallel with the experimental *hsBam; bam^1^*/*bam*^Δ86^ flies and the genes expressed in testes from the two genotypes were assessed by microarray in parallel. RNA-sequencing analysis was performed with RNA extracted from *hsBam; bam^1^*/*bam*^Δ86^ flies at each time point.

## Supplementary Material

Appendix 01

## Data Availability

RNA sequencing data have been deposited in the Gene Expression Omnibus (GSE274385 and GSE291938). Previously published data were used for this work (5).

# Supplementary material for: An RNA-binding regulatory cascade controls the switch from proliferation to differentiation in the Drosophila male germ cell lineage
**Source:** Proc Natl Acad Sci U S A. 2025 May 16;122(20):e2418279122. doi: 10.1073/pnas.2418279122
**Supplement:** Supplementary file 1 — Appendix 01

# Supporting Information for

**An RNA binding regulatory cascade controls the switch from proliferation to differentiation in the *Drosophila* male germ cell lineage**

Devon E. Harris, Jongmin J. Kim, Sarah R. Stern, Hannah M. Vicars, Neuza R. Matias, Lorenzo Gallicchio, Catherine C. Baker, and Margaret T. Fuller<sup>#</sup>

## **This PDF file includes:**

Supporting Text

Figures S1 to S6 with legends

Tables S1 and S2

SI References

## Supporting Information

### Methods

#### Microarray

RNA was extracted from about 30 pairs of dissected testes with seminal vesicles but without accessory glands using Trizol (Invitrogen). Reverse transcription was performed with oligo(dT)24 primer with a T7 promoter using ~200 ng of total RNA per Affymetrix protocol. The second strand was synthesized from the cDNA, and cRNA was produced by *in vitro* transcription. Fragmented cRNA was hybridized to the *Drosophila* genome 2.0 arrays (Affymetrix, Cat# 900532). All microarray experiments were performed by the Stanford Protein and Nucleic Acid facility. *how* transcript isoforms were distinguished by probes binding at the 3' end of transcripts, identified by Affymetrix Probeset ID (1637943\_at). For analysis, all the raw CEL files were background adjusted and quantile normalized together by using R/BioConductor (v3.0.2) package GCRMA (1). Gene annotation was based on the Affymetrix file: "Drosophila\_2.na32.annot.csv".

#### RNA sequencing

For analysis of transcript expression by RNA-Sequencing, 10~20 µg of total RNA was extracted from ~100 pairs of testes plus seminal vesicle from *hsBam; bam<sup>1</sup>/bam<sup>Δ86</sup>* flies for each time point using Trizol (Invitrogen) followed by RNeasy cleanup (Qiagen) according to kit instructions. PolyA-tailed RNA was purified using the Oligotex mRNA kit (Qiagen, Cat#70022). Purified PolyA RNA was fragmented in the presence of random hexamer primers in first strand synthesis buffer (Invitrogen, Cat# 18080093) at 85°C for 8 minutes. Fragmented RNAs were reverse transcribed using Superscript III reverse transcriptase (Invitrogen, Cat#

18080093) in the presence of RNaseOUT (Invitrogen Cat# 10777019) at 50°C for one hour. From this step, we followed the directions in the NEBNext mRNA Library Prep Master Mix Set for Illumina (E6110s) to make libraries. DNA was purified using a QIAquick PCR purification kit (Qiagen Cat# 28104) after second strand synthesis, end repair, dA tailing, and adapter ligation. After adapter ligation, 300~500 bp fragments were size-selected by gel extraction (1.5% low-melt NUSIEVE gel in TBE). Pooled libraries were sequenced with Illumina HiSeq: 100bp, each paired-end with single indices.

For analysis of time course RNA-Seq data, raw fastq reads were trimmed using trim galore (version 0.4.3) to remove low-quality (Phred score 20) and adapter-containing (stringency 1) reads (2). Trimmed reads were mapped to the *Drosophila melanogaster* genome (BDGP6.46) with default parameters using STAR (version 2.5.3) (3). Mapped reads with quality scores smaller than 10 (-q 10) or not properly paired reads (-f 2) were discarded using SAMtools (version 1.4.1) (4). Counts per gene were obtained using the featureCounts function of the subread package (version 1.5.0) (5). Expression levels at different time points were TMM-normalized (Trimmed Mean of M-values), assuming the majority of housekeeping genes have the same expression levels in different time points using the R (version 4.1.0) package edgeR (version 3.34.0) (6). 

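The effect of the TMM step can be read from the deposited values. Without normalization the CPM of a library would sum to 1000000. The normalized CPM summed to 1008373 in no HS, 990435 at 8 h, 1018446 at 16 h, 1007381 at 24 h and 975936 at 32 h PHS, which corresponds to normalization factors of 0.992, 1.01, 0.982, 0.993 and 1.02. The normalization therefore moved each library by a small amount. After it, the median log2 change over the 6352 features with at least 10 CPM in every library was 0.01 at 8 h, 0.00 at 16 h, 0.01 at 24 h and -0.00 at 32 h. The quartiles were -0.10 and 0.13 at 8 h and -0.22 and 0.18 at 32 h. Within 2-fold of no HS were 99.8% of these features at 8 h, 99.7% at 16 h, 98.4% at 24 h and 97.7% at 32 h PHS. The 10 features with the most reads took between 5.64% and 6.53% of the reads of a library, so that no few genes set the totals.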

Axes for scatter plots were log2 transformed normalized CPM (Counts Per Million) + 1. Scatter plots were generated by Matlab (R2021a). Analyses scripts are available in: <https://github.com/jongminkmg/HeldOutWings2024>.

To ensure knockdown of *caf40*, we analyzed gene expression levels using RNA-seq for testes plus seminal vesicle from *CyO/+; bam<sup>1</sup>/bam<sup>Δ86</sup>* males (48hrs after heat shock) and *nosGal4* driven *caf40* knockdown flies (Figure S5). Testes plus seminal vesicle were dissected from 0–2 day old males in 1xPBS, as batches of 50 flies, in a cyclops dissecting dish for <30min at room

temperature. Each batch was transferred to a 1.7 ml Eppendorf tube containing 1ml of 1xPBS, the PBS was then immediately removed, and the testes were snap-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$ . RNA was extracted from 150 pairs of testes using the RNeasy Plus Mini Kit from QIAGEN (74104). Frozen tissue was dissociated using a 1 ml syringe with a 27-gauge needle aspirating up and down  $\sim 10$  times in 300 $\mu\text{l}$  of lysis buffer (from RNeasy kit) supplemented with 1:100  $\beta$ -mercaptoethanol. Library preparation was carried out using the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina (#E7760S), with the NEBNext® Poly(A) mRNA Magnetic Isolation Module (#E7490S). Sequencing was performed by Novogene on a NOVAseq, PE 150 Illumina platform. Adapters and low-quality bases were trimmed with trimGalore and then aligned to the *Drosophila* dm6 genome using STAR. Differential expression analysis was performed using DEseq2.

### **Fertility tests**

Fertility tests were performed with males from crosses that had been shifted to  $29^{\circ}\text{C}$  for Gal4 driver expression. One male was placed in a vial with three virgin females and kept at  $25^{\circ}\text{C}$ . Adults were removed after six days and vials were scored for the presence of pupa and adult offspring after at least 10 days.

**A**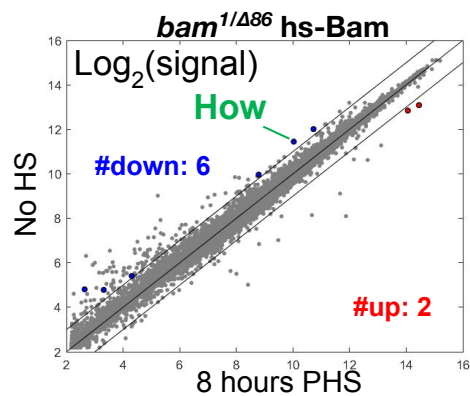**B**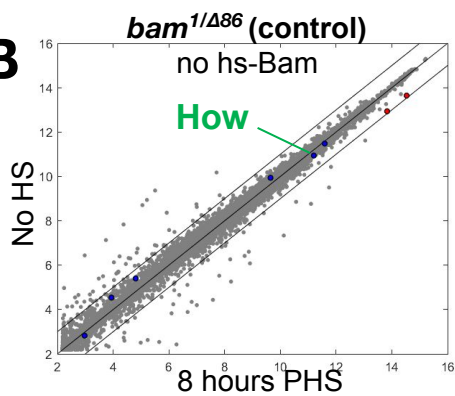**C**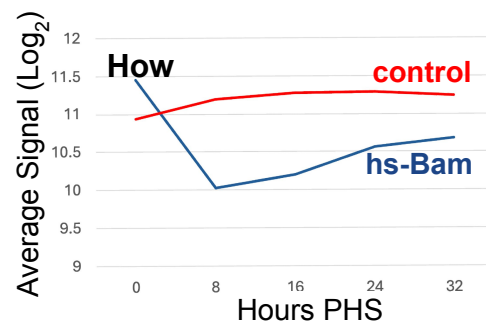**D**

hs-Bam

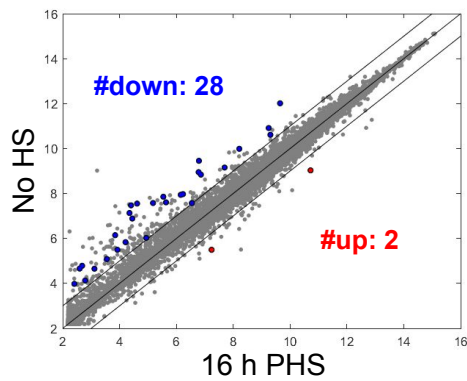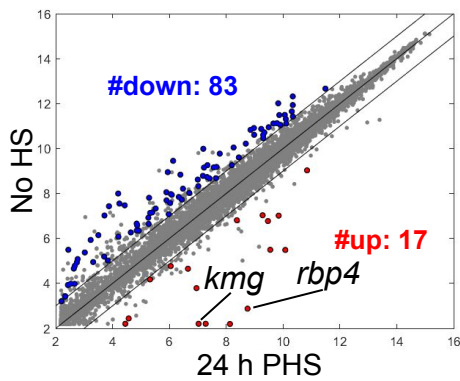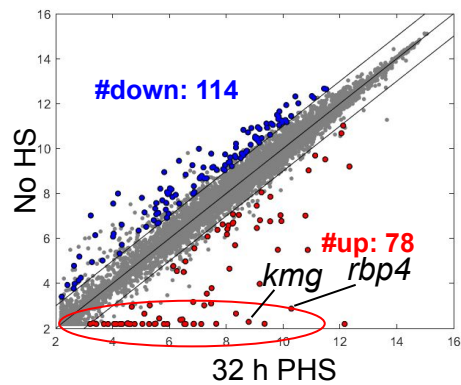**E**

control (no hs-Bam)

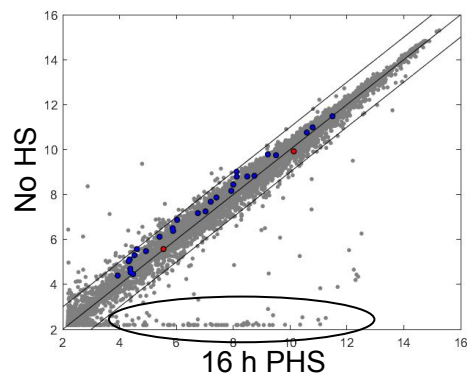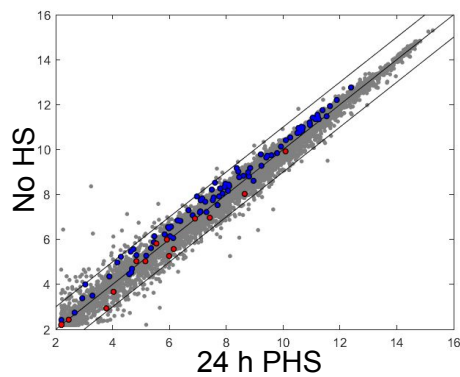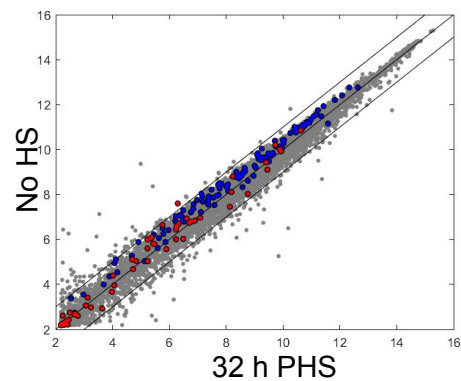

**Figure S1. *how* is among the earliest transcripts to decrease after Bam is turned on.**

(A, B) Scatterplots of transcript levels from microarray analysis comparing no heat shock and 8 hours PHS in (A) *bam*<sup>1/Δ86</sup>; *hs-Bam* or (B) *bam*<sup>1/Δ86</sup> males lacking the *hs-Bam* construct, but subjected to the same heat shock regimen in parallel, to control for the effects of heat shock on gene expression. Genes colored blue (downregulated) or red (upregulated) were 1) not changed >2 fold in the microarray analysis of testes from control *bam*<sup>1/Δ86</sup> males lacking the *hs-Bam* construct but heat shocked then incubated for the indicated time and 2) also detected by independent RNA-seq as up or down >2 fold in *bam*<sup>1/Δ86</sup>; *hs-Bam* males by RNA-sequencing at the time points indicated compared to testes from flies of the same genotype not subjected to heat shock. (C) Level of *how(L)* transcripts detected by microarray throughout the time course, showing decrease by 8h PHS in flies carrying the *hs-Bam* construct, but not in testes from control *bam*<sup>1/Δ86</sup> flies lacking the *hs-Bam* construct but subjected to the 30-minute pulse of incubation at high temperature, then shifted back to 25°C as for the experimental genotype. (D, E) Microarray data from later time points after heat shock, showing the transcripts that increase in expression (red) and decrease in expression (blue) by the cutoff criteria (detected as up or down regulated >2 fold) in both this microarray comparison and in independent analysis by RNA-seq. (D) *bam*<sup>1/Δ86</sup>; *hs-Bam* testes (red oval in *hs-Bam* 32h: genes expressed specifically in spermatocytes. (E) testes from control *bam*<sup>1/Δ86</sup> males that did not have the *hs-Bam* transgene, but were subjected to heat shock then incubated at 25°C for the indicated times. Black oval in (E) 16h PHS marks genes expressed in accessory glands that contaminated this sample.

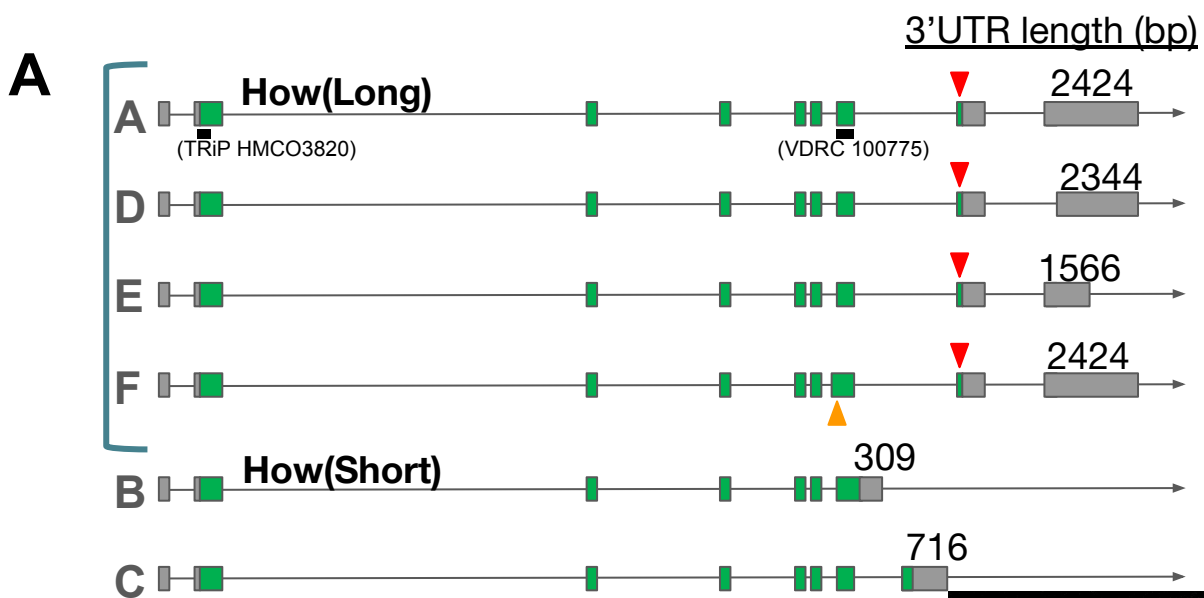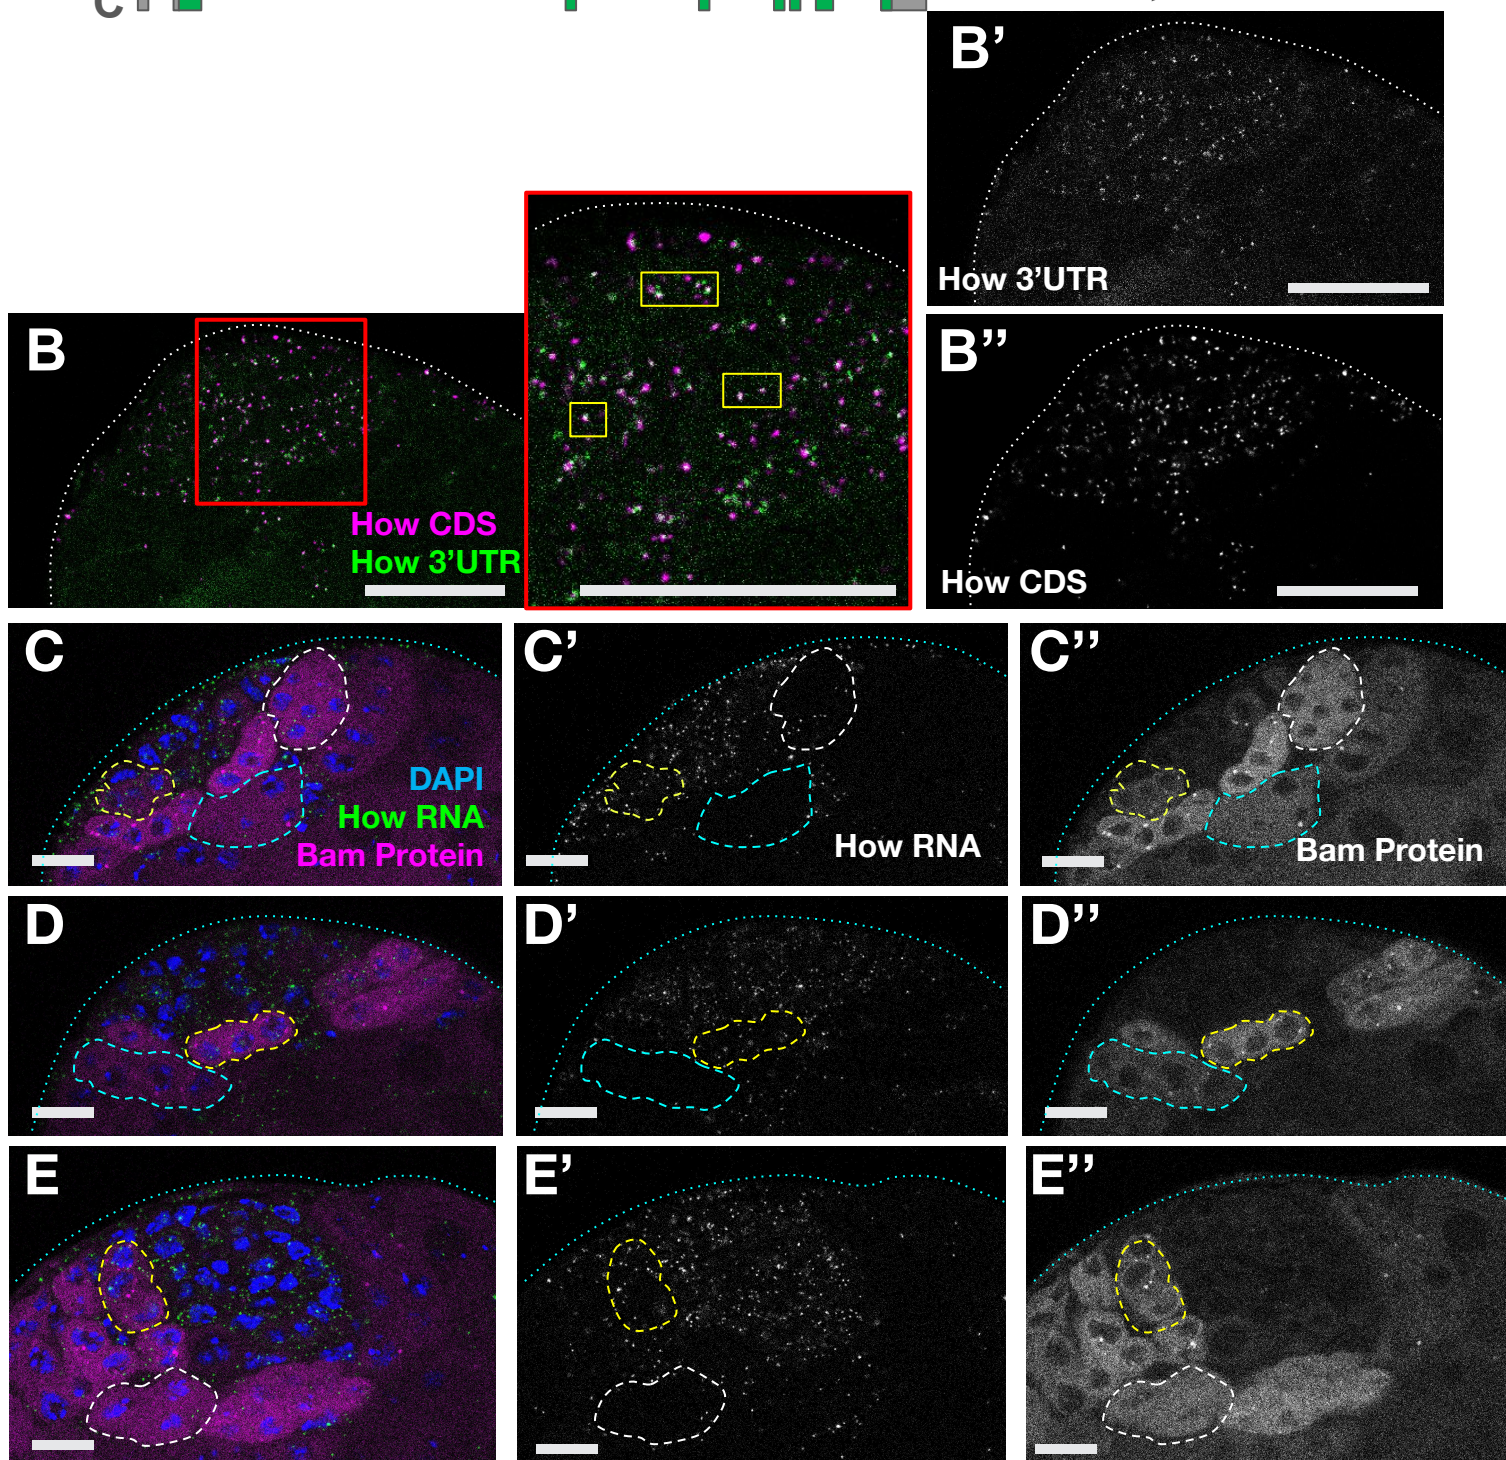

**Figure S2. How transcripts were detected in spermatogonia but not in spermatocytes**

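In the annotation of BDGP6.54, how spans 37131 bp, has a largest intron of 19345 bp, and has 6 transcripts with the same start. The transcripts differ at their 3′ ends, with 3 stop codons and 5 distinct 3′ UTR lengths. In RA, RD, RE and RF the 3′ UTR begins at 22074559, is split over 2 exons, and is 2424 nt long in RA and RF, 2344 nt in RD and 1566 nt in RE. In RB it begins at 22072062, directly after the coding part of the exon, and is 309 nt long, and in RC it begins at 22072967 and is 716 nt long. The encoded proteins have 405 amino acids in RA and RD, 404 in RE, 418 in RF, 375 in RB and 380 in RC. The 5′ UTR is 322 nt long in each. The RNA-seq values of the time course are counts over the whole gene, in which reads of the shared 5′ exons cannot be assigned to a transcript, so that the decrease of how in them does not tell the isoforms apart.

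**Figure D4:**
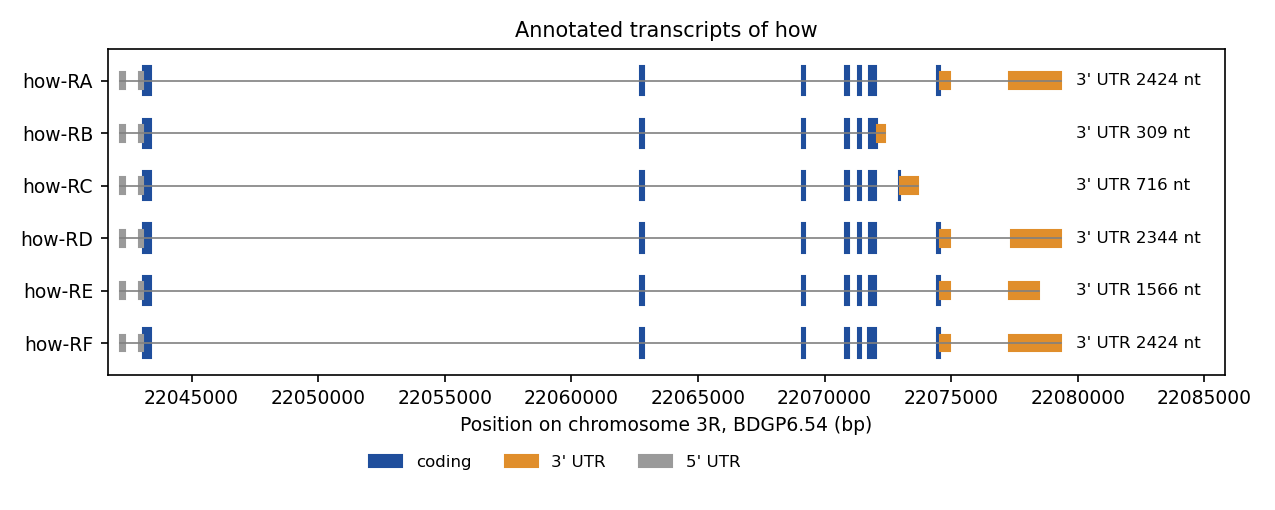
The 6 annotated transcripts of how on chromosome 3R (horizontal axis, position in bp on BDGP6.54), drawn to scale, with coding sequence in blue, 3′ UTR in orange and 5′ UTR in gray. RB and RC end before the last exon of the other transcripts and have the shortest 3′ UTRs, 309 and 716 nt.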

(A) Diagram of the *how* locus showing mRNA isoforms from FlyBase, designated A-F as in Flybase. The How(L) cDNA construct utilized in Figures 3 and 4 is RA and the How(S) cDNA construct utilized in Figure 3 is RB. Grey: UTRs. Green: protein coding sequence. Lines denote introns. Red arrowheads: nuclear localization signal. Orange arrowhead: additional coding sequence in isoform RF, distinguishing it from RA. Black bars: Sites of RNAi constructs utilized. (B) Apical tip of wild type testis showing distribution of *how* transcripts detected by Hybrid Chain Reaction (HCR FISH) using two different probe sets. (B) Merge. Magenta: Coding sequence (CDS) probe set; Green: 3'UTR probe set. Zoom in marked by red box. Yellow rectangles mark white loci of overlapping probes sets. (B') How(L) 3'UTR probe set. (B'') Coding sequence (CDS) probe set. Scale Bar: 25  $\mu$ m. (C-E) High magnification immunofluorescence images of apical tips of *Bam-GFP* testes with How protein coding sequence RNA labeled by HCR (additional examples for Figure 1G). Left: merge with (blue) DAPI, (green) *how* RNA, and (magenta) Bam-GFP. Middle: *how* RNA only. Right: Bam protein only. Yellow dashed outlines: early Bam positive cysts with *how* RNA present. White dashed outlines: later stage Bam positive cysts with fewer *how* RNA foci. Cyan dashed outlines: Bam positive cysts with no or very low *how* RNA signal detected. Scale bar: 12.5  $\mu$ m.

*bamGal4* control

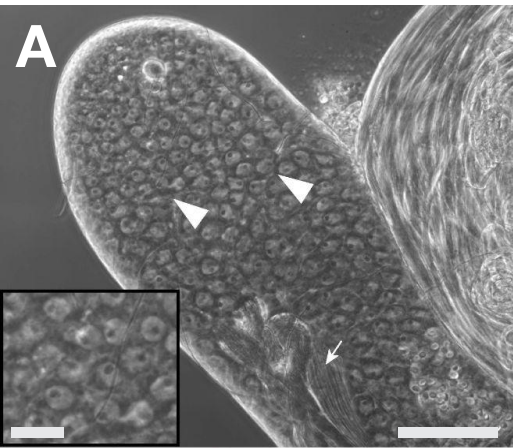

*bam*<sup>1/Δ86</sup>

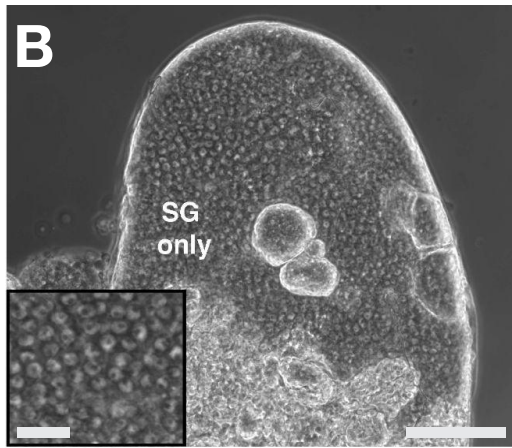

*bam*<sup>1/Δ86</sup> *bamGal4* >  
*how* RNAi (HMC03820)

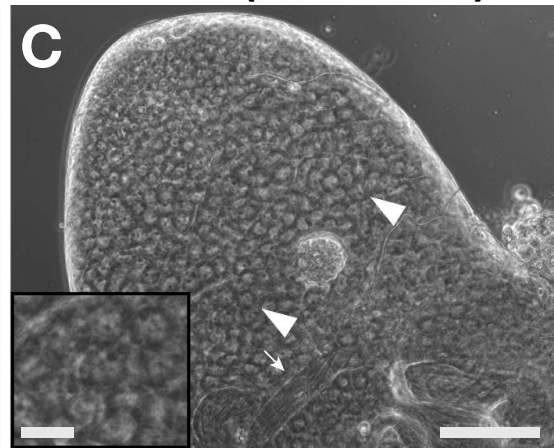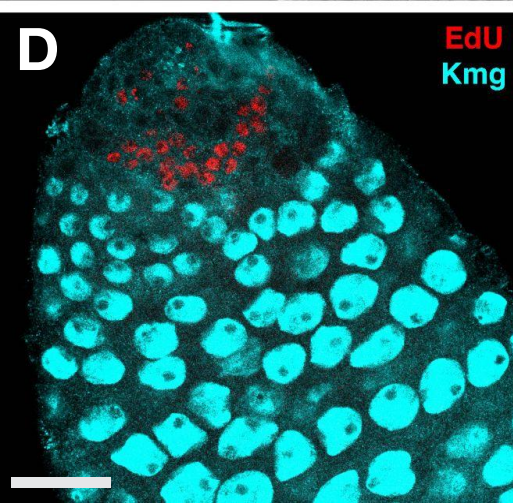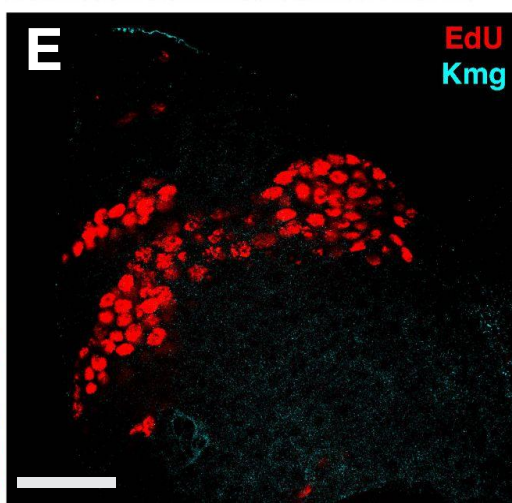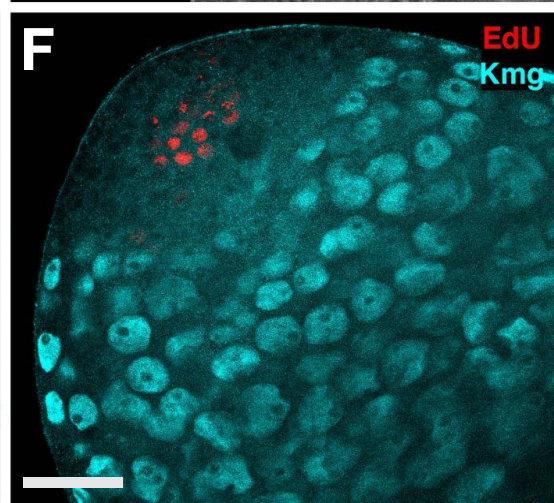

*bamGal4* control

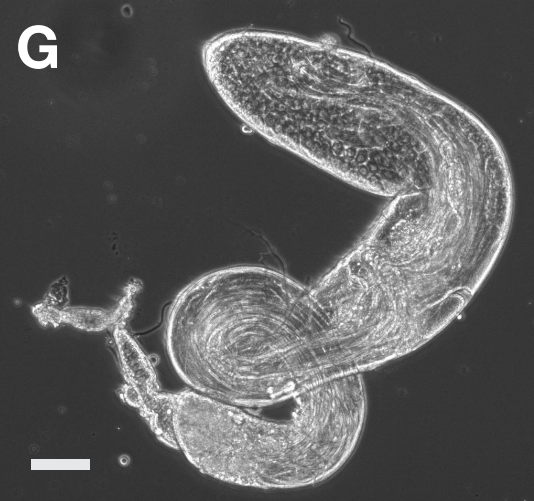

*bam*<sup>1/Δ86</sup>

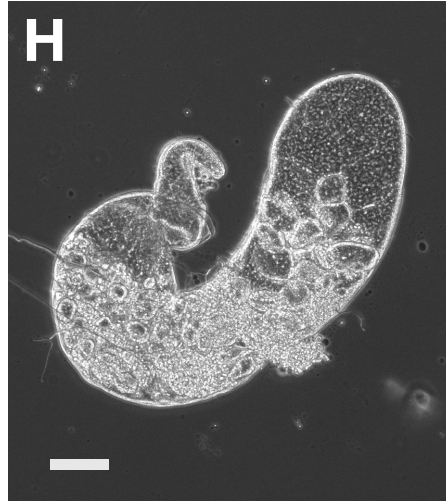

*bam*<sup>1/Δ86</sup> *bamGal4* >  
*how* RNAi (VDRC 100775)

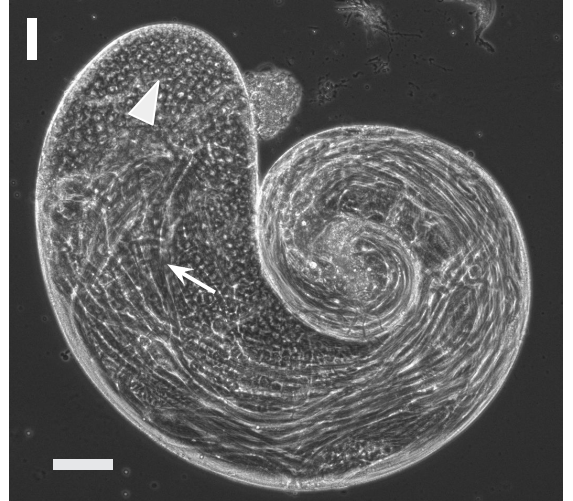

**J**

| <u>Genotype</u>                                                               | <u>Fertile Males</u> |
|-------------------------------------------------------------------------------|----------------------|
| <i>bamGal4</i>                                                                | 4/6                  |
| <i>bam</i> <sup>1/Δ86</sup>                                                   | 0/3                  |
| <i>bam</i> <sup>1/Δ86</sup> <i>bamGal4</i> ><br><i>how</i> RNAi (VDRC 100775) | 5/9                  |

**Figure S3. Knockdown of *how* in mid- to late spermatogonia in *bam* mutant males resulted in production of spermatocytes for two different RNAi lines.**

(A-C) Phase contrast images of testis apical tips from (A) *bamGal4* driver only; (B) *bam<sup>1/Δ86</sup>*; and (C) *bam<sup>1/Δ86</sup>; bamGal4 > how* RNAi (TRiP HMC03820 from Bloomington Stock #55665). Arrowheads: spermatocytes. Arrows: spermatid bundles. SG: spermatogonia. Scale bars: 100 μm, insets Scale Bars: 25 μm. (D-F) Immunofluorescence images of apical testis tips stained for EdU to mark S-phase nuclei (red) and Kmg to mark spermatocyte nuclei (blue). (D) Control: *bamGal4* driver only. (E) *bam<sup>1/Δ86</sup>*. (F) *bam<sup>1/Δ86</sup>; bamGal4 > how* RNAi (TRiP HMC03820 from Bloomington Stock #55665). (G-I) Whole testis from (G) *bamGal4* driver only; (H) *bam<sup>1/Δ86</sup>*; and (I) *bam<sup>1/Δ86</sup>; bamGal4 > how* RNAi (VDRC100775) for size comparison. Arrowhead: spermatocytes. Arrow: spermatid bundles. Scale bars: 100 μm. (J) Fertility tests of *bamGal4* driver only, *bam<sup>1/Δ86</sup>*; and *bam<sup>1/Δ86</sup>; bamGal4 > how* RNAi (VDRC 100775) males. Males from all genotypes were progeny from crosses where the mated parents were allowed to lay eggs for 3 days at 25°C then the parents were removed and the progeny shifted to 29°C. Once the progeny males were collected, they were subjected to fertility tests at RT, ~ 25°C.

*bgc**n*<sup>1/63-44</sup>

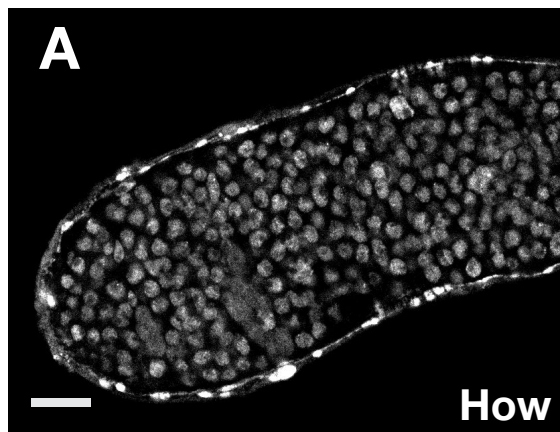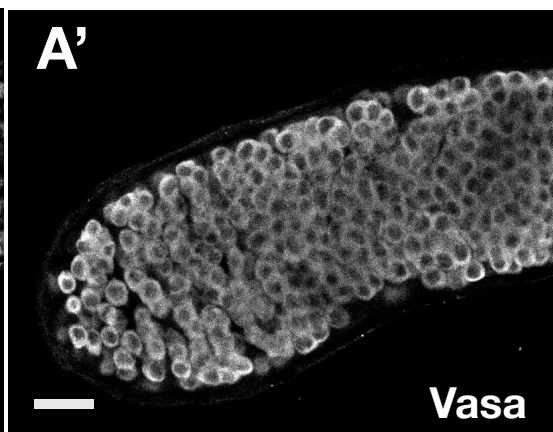

*bgc**n*<sup>1/63-44</sup>

*bamGal4* > *how* RNAi (VDRC 100775)

*bgc**n*<sup>1/63-44</sup>

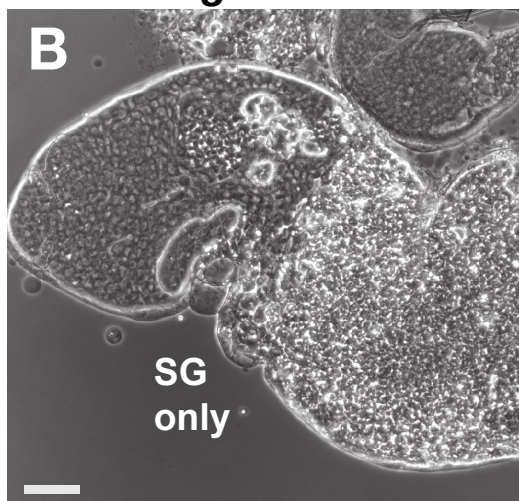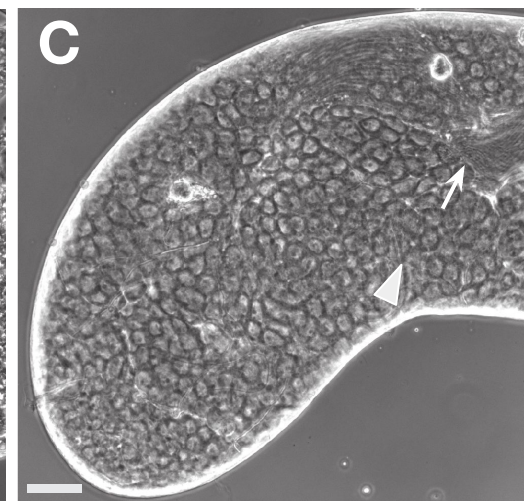

**Figure S4: Knockdown of *how* in mid- to late spermatogonia in *bgn* mutant males resulted in production of spermatocytes.**

Immunofluorescence images of apical tip of *bgn*<sup>1/63-44</sup> mutant testis stained with (A) anti-How and (A') anti-Vasa. Scale bars: 25 µm. (B,C) Phase contrast images of testis apical tips from (B) *bgn*<sup>1/63-44</sup> versus (C) *bgn*<sup>1/63-44</sup>; *bam-Gal4* > *how RNAi* (VDRC 100775). Arrowhead: spermatocytes. Arrow: spermatid bundles. Scale bars: 50 µm.

**A****CAF40***nanosGal4* >  
*Caf40 RNAi* (VDRC 101462)

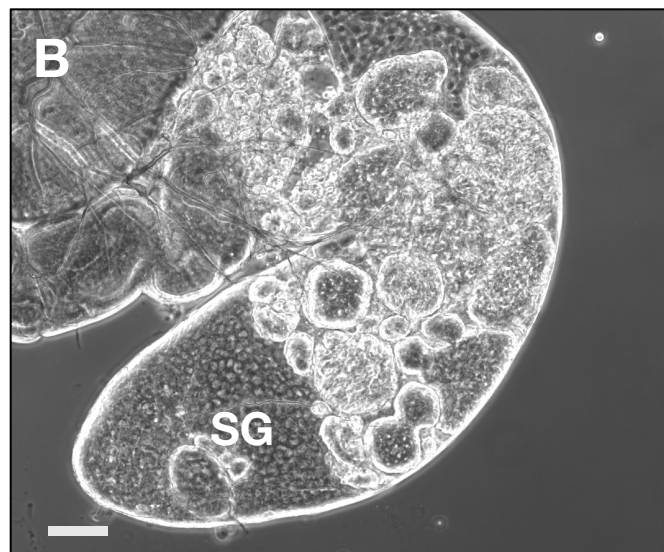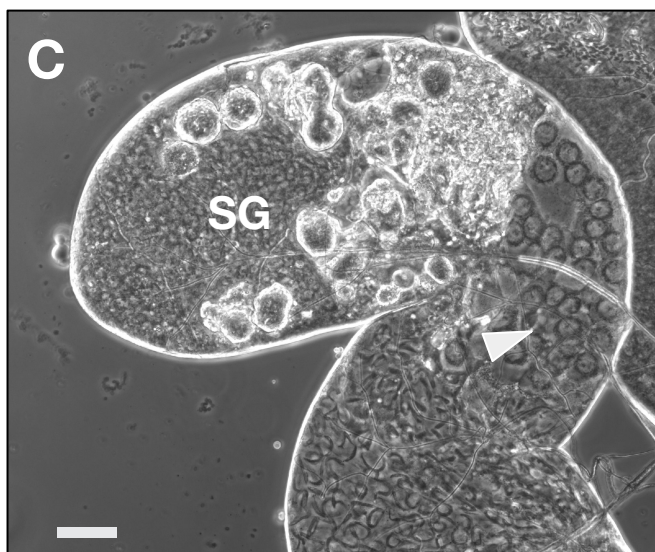**D**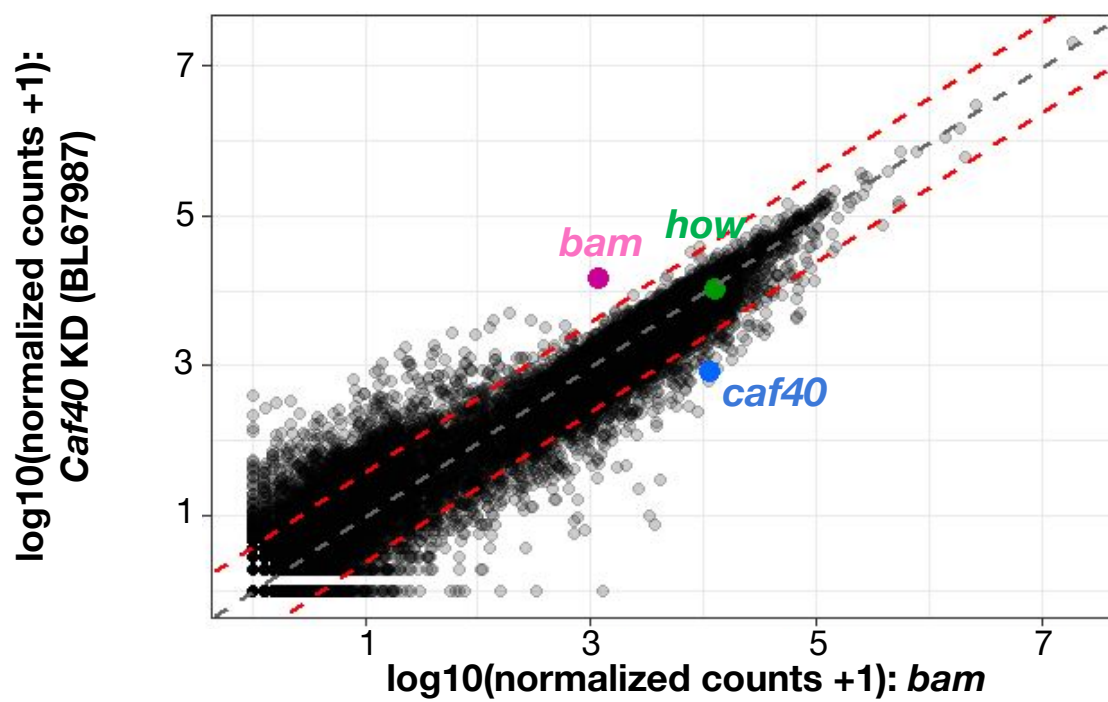**E**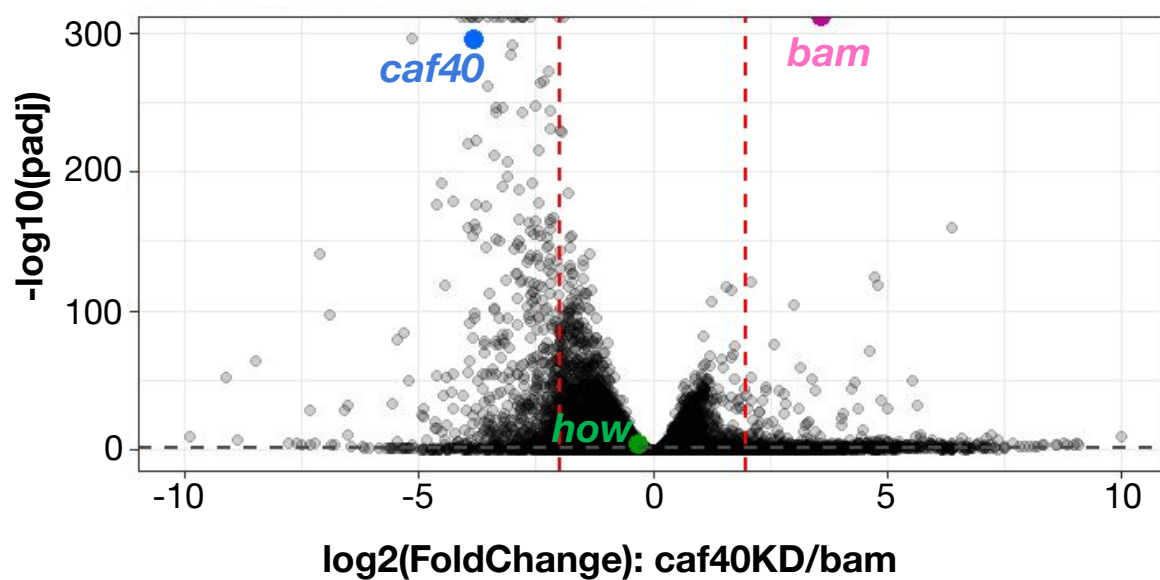

**Figure S5. Knockdown of *caf40* in early germ cells by RNAi hairpin resulted in early germ cell overproliferation similar to *bam* mutants.**

(A) Diagram of *Caf40* locus based on Flybase, showing sites of RNAi constructs tested (black lines). (B,C) Phase contrast images of testis apical regions showing two additional examples of *nosGal4 VP16* driving knockdown of *Caf40* using a different RNAi line (VDRC 101462).

Although the knockdown phenotype was not as strong as for the RNAi construct carried in Bloomington Stock #67987 (Figure 5), there was still overproliferation of small early germ cells followed by cell death. SG: spermatogonia. Arrowhead: spermatocytes. Scale bars: 50  $\mu$ m.

(D,E) Comparison of gene expression levels in testes from *nosGal4;UASCaf40 RNAi* (Bloomington 67987) versus *bam*<sup>1/Δ86</sup> males 48hrs after heat shock. D) RNA-Seq data showing expression levels per gene plotted as log10(normalized counts + 1). E) Volcano plot comparing RNA-Seq data from (D). (Blue dot) expression of *Caf40*: RNA-Seq confirmed that the knockdown lowered levels of *Caf40* RNA by approximately 14-fold. (Magenta dot) expression of *bam*: The level of *bam* mRNA detected was higher in *Caf40* knockdown than in *bam* mutant testes, likely in part because *bam*<sup>Δ86</sup> deletes most of the *bam* coding sequence (26). (Green dot) expression of *how*: RNA-Seq confirmed that levels of *how* RNA in *nosGal4;UASCaf40 RNAi* testes were similar to the levels in *bam* mutant testes.

**A**

*bamGal4 > how* RNAi  
VDRC 100775

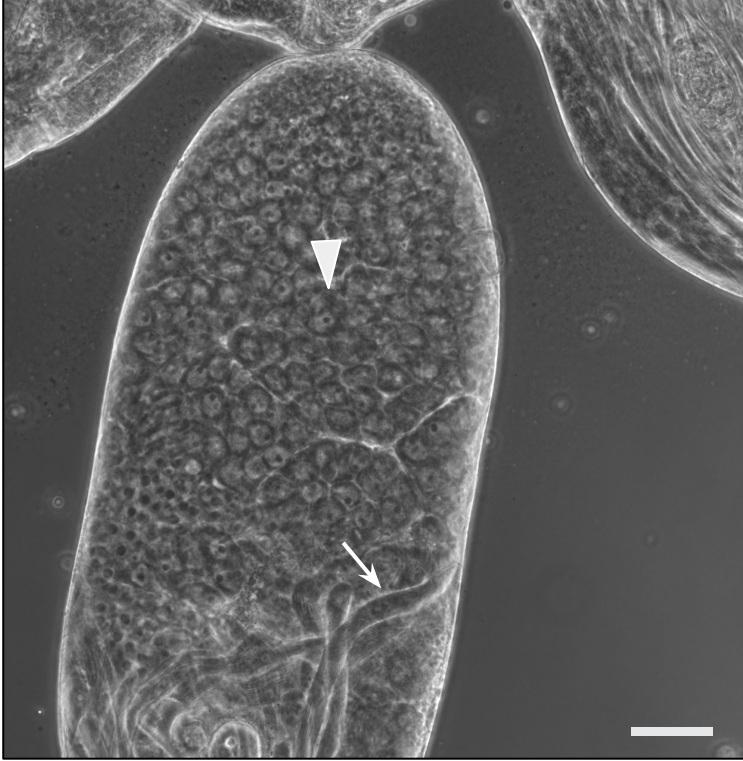**B**

*bamGal4 > how* RNAi  
TRiP HMC03820  
Bloomington 55665

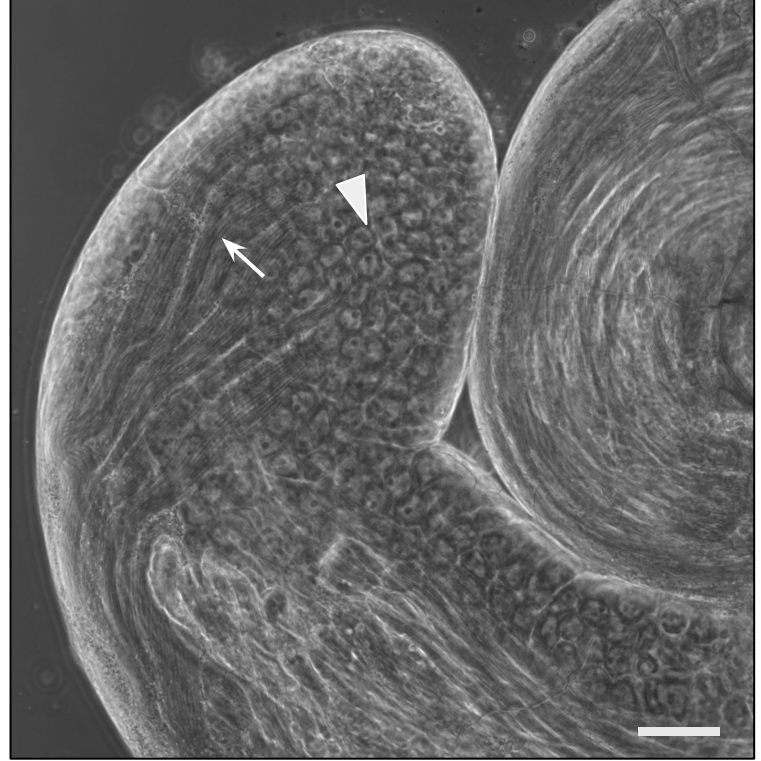

**Figure S6. Knockdown of *how* in wild-type mid to late spermatogonia did not affect the switch to differentiation.**

(A,B) Phase contrast images of testis apical regions from flies expressing different *how* RNAi hairpins driven by *bamGal4*: (A) Vienna Drosophila Resource Center (VDRC)100775. (B) TRiP HMC03820 from Bloomington Drosophila Stock #55665. Arrowheads: spermatocytes. Arrows: elongating spermatids. Scale bars: 50  $\mu$ m.

**Table S1. *how* coding sequence HCR probes**

|                                             |
|---------------------------------------------|
| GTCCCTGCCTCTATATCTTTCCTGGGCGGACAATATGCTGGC  |
| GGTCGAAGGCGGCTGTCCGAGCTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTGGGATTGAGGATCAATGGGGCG  |
| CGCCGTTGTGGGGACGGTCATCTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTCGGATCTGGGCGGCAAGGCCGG  |
| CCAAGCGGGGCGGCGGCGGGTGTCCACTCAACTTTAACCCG   |
| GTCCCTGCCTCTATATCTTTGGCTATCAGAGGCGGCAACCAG  |
| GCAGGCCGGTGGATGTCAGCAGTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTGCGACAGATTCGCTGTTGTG    |
| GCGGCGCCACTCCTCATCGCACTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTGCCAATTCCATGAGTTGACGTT  |
| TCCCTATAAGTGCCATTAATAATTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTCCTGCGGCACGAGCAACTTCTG  |
| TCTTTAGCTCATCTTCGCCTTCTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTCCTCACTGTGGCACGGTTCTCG  |
| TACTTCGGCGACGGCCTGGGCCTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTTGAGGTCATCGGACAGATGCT   |
| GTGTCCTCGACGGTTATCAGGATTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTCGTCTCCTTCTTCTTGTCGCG   |
| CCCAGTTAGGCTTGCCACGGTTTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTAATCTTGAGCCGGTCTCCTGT   |
| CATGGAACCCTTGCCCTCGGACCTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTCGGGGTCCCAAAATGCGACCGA  |
| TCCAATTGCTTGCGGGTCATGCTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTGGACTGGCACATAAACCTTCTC  |
| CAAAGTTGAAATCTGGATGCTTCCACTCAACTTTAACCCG    |
| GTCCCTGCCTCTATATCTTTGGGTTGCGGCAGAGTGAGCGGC  |
| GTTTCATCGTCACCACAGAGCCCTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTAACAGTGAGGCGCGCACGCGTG  |
| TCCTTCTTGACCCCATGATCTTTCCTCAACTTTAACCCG     |
| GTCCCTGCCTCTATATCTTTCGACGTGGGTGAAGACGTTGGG  |
| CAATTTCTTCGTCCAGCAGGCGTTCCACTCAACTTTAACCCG  |
| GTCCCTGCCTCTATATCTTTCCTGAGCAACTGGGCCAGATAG  |

**Table S1. continued**

|                                            |
|--------------------------------------------|
| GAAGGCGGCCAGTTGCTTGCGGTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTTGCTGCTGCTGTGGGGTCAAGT |
| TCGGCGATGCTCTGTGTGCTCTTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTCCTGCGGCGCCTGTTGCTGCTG |
| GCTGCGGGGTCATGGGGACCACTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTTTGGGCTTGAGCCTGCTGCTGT |
| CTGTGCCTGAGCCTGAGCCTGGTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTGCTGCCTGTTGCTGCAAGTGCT |
| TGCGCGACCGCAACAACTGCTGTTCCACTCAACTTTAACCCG |
| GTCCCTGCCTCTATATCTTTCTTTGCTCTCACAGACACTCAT |
| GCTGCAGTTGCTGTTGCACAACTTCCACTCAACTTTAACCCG |

**Table S2. *how(L)* 3'UTR HCR probes**

|                                              |
|----------------------------------------------|
| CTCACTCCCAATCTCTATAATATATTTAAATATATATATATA   |
| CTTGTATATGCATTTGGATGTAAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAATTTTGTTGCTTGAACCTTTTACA  |
| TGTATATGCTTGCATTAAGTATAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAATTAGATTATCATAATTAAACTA   |
| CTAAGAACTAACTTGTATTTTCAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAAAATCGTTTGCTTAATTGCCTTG   |
| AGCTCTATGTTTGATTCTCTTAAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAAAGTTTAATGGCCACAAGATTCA   |
| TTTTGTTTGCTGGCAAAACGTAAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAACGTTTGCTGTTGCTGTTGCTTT   |
| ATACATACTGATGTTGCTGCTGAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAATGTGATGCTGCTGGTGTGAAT    |
| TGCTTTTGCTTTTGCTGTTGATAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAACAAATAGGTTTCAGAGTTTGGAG  |
| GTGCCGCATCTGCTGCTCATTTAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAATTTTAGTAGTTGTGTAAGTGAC   |
| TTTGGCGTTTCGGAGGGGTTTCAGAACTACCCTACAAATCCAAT |
| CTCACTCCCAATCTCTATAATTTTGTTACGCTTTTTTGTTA    |
| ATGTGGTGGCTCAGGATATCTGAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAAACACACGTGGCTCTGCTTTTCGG  |
| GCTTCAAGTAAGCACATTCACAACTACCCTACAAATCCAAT    |
| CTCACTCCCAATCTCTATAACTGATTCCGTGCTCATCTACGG   |
| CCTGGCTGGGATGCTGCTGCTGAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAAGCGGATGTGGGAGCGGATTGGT   |
| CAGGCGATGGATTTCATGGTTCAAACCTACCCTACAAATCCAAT |
| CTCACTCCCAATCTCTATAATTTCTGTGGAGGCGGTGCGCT    |
| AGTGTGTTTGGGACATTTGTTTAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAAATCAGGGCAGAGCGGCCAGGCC   |
| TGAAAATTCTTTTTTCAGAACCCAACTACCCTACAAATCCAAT  |
| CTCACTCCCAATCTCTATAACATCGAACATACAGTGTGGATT   |
| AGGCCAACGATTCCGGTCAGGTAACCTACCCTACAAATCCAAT  |
| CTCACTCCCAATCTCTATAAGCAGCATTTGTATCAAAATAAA   |
| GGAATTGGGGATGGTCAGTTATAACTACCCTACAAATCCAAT   |
| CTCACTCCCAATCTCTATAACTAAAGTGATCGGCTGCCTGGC   |

**Table S2. continued**

|                                             |
|---------------------------------------------|
| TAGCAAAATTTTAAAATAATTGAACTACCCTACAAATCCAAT  |
| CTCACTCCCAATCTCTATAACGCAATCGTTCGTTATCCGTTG  |
| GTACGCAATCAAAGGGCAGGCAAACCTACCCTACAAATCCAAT |
| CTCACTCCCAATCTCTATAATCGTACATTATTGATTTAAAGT  |
| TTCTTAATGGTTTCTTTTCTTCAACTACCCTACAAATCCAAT  |
| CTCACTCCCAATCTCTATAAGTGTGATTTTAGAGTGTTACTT  |
| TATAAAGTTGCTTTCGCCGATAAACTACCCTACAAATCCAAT  |
| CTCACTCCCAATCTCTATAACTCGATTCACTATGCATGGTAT  |
| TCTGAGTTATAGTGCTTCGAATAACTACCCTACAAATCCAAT  |

## SI References

1. B. M. Bolstad, R. A. Irizarry, M. Astrand, T. P. Speed, A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *Bioinforma. Oxf. Engl.* **19**, 185–193 (2003).
2. M. Martin, Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 10–12 (2011).
3. A. Dobin, *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinforma. Oxf. Engl.* **29**, 15–21 (2013).
4. H. Li, *et al.*, The Sequence Alignment/Map format and SAMtools. *Bioinforma. Oxf. Engl.* **25**, 2078–2079 (2009).
5. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinforma. Oxf. Engl.* **30**, 923–930 (2014).
6. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinforma. Oxf. Engl.* **26**, 139–140 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

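The data are RNA-seq libraries from whole testes with seminal vesicles of hs-Bam; bam males, 1 library each for no HS and for 8, 16, 24 and 32 h PHS. Each of the 5 columns of the table was matched to its sample by the time in its name, and 0 columns were left without a sample. The microarrays and the Caf40 knockdown RNA-seq of the paper were not analysed here.

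Reads were trimmed by the authors with trim galore 0.4.3 (Phred score 20, stringency 1), aligned with STAR 2.5.3 to BDGP6.46 with default parameters, filtered with SAMtools 1.4.1 for a mapping quality of 10 and proper pairs, and counted per gene with featureCounts of subread 1.5.0. Normalization was done by the authors with the TMM method of edgeR 3.34.0 under R 4.1.0. The deposited values are log2 of normalized CPM + 1. The table is named for normalized CPM, but its columns do not sum to about 1000000 until the log2 is undone and 1 is subtracted. The plan assumed CPM, and the same measures were computed after that step. With STAR, a minimum mapping quality of this kind removes most reads that map to several places, so that near-identical copies such as Hsp70, Amy-p and Amy-d are counted mostly where they differ, and their values are uncertain. The strand setting of the count is not named in the text of the paper, so that overlapping genes on opposite strands may share reads.

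Normalized CPM was computed as 2 to the power of the value, minus 1. Each library's CPM were whole multiples of 1 step, and the step gave the reads of each feature and the depth, which is given with the description of the libraries. The number of features at 0 was 4815 in no HS, 2768 at 8 h, 3124 at 16 h, 2421 at 24 h and 2901 at 32 h PHS. The limit that a count of 0 allows (3 reads) was 0.292 CPM in no HS, 0.112 at 8 h, 0.142 at 16 h, 0.105 at 24 h and 0.127 at 32 h. No count model across genes was fitted, since with 1 library per condition no variation can be estimated.

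Changes are differences of log2(CPM + 1) from no HS, and a feature counts as lower or higher when its change is beyond 1, which is 2-fold. Intervals are 95% Clopper-Pearson intervals of one library's share of the reads of both, turned into a ratio of CPM. The simulated libraries were drawn at the real depths from one set of levels, 100 times, with Poisson counting error alone and with negative binomial variation at a biological coefficient of variation (BCV) of 0.1 and 0.2. A gene list is described by the median change of its members and by the percentile of that median among 10000 random lists of the same size, drawn for each member from the 100 features nearest in mean expression. The counting intervals of list medians come from 1000 resamples of the reads. The steps were tested on simulated data with 200 changed genes among 17528. The planted changes were all well past 2-fold, in features with a mean of at least 10 CPM, and were drawn with a BCV of 0.1. Of them 99.5% were called, 2 of the 17328 unchanged genes were called, and whole reads came back for 100% of genes. The test does not cover changes near 2-fold or features under 10 CPM. In reads drawn with counting error alone, 95.5% of the intervals held the planted ratio. A list of 15 planted increases had percentile 100, and 2 of 100 lists of unchanged genes had a percentile under 2.5 or over 97.5.

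The lists fixed before the data were examined were 12: spermatocyte, spermatid, heat shock, S phase, mitosis, muscle, accessory gland, fat body, cyst cell, CCR4-NOT, bam and how with 7 genes that the paper discusses (bgcn, tut, mei-P26, nos, pum, shg and CycB), and germ line. After the values had been seen 4 were added: ejaculatory duct and bulb, midgut, blood cell and immune peptide. The lists were written from general knowledge of the genes, and 8 of their genes were not analysed here. Symbols and coordinates are from the Ensembl annotation of BDGP6.54, in which 14797 of the 14819 gene identifiers were found. It is a later release than the authors' BDGP6.46, and no coordinates were converted.

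The genes named in the text follow a rule set before the data were examined: every gene the paper names for these data or discusses with Bam or How, the 10 largest decreases and increases at 8 h and the 5 largest of each at 16, 24 and 32 h on the log2(CPM + 1) scale, and the members of the lists. The remaining genes past 2-fold at 8 h PHS and Spn77Bc were named after their values had been seen, as were the sets of snoRNA, snRNA, mitochondrial and short protein-coding genes.

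The alternatives were also set before the data were examined, and none was added. They were pseudocounts of 0.1 and 5 CPM in place of 1, only features with a mean of at least 1 CPM or with at least 10 CPM in one of the libraries compared, rescaling each library to a total of 1000000, by the median log2 ratio or by the upper quartile, the mean of no HS and 8 h PHS as the baseline, and thresholds of 1.5-fold and 3-fold. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.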

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

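Each of the 5 sets of genes described here moved together in genes that the paper does not discuss. The explanations weighed in this part and the tests of them were chosen after the results were seen, as were the immune peptide and blood cell lists. The heat shock, fat body, muscle, cyst cell and germ line lists and the alternatives were fixed before the data were examined. There is 1 library per time point, so that a library and its time point are the same thing throughout.

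Heat shock genes were higher at 8 h PHS. The median log2 change of the list was 0.92, with a counting interval of 0.75 to 1.09, and it stayed above all matched random lists at 16 h (0.49), 24 h (0.47) and 32 h PHS (0.60). Hsp27 was at 1435 CPM in no HS, 2710 at 8 h, 1589 at 16 h, 2599 at 24 h and 2726 at 32 h PHS, and Hsp83 fell by 0.35 on the log2 scale at 8 h. Over the 7 alternatives the median at 8 h was between 0.45 and 1.40, with the pseudocounts of 5 and 0.1 CPM. The heat shock could raise these genes without Bam, but a rise that was gone by 32 h was not seen (0.60). Whether it needs Bam stays open in these libraries, since 0 of them are from heat-shocked testes without hs-Bam. In them the heat shock and Bam cannot be told apart. The paper's microarrays include such testes as a control for the heat shock, but were not analysed here.

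Immune peptide genes were higher at 8 h PHS and, over the whole list, not later. Over those with at least 10 CPM in one of the libraries compared, the median was 0.09 at 16 h, 0.24 at 24 h and -0.12 at 32 h. Its sign at 16 and 24 h thus depends on the filter. Over 20 genes the median log2 change was 0.49 at 8 h (percentile 100, counting interval 0.37 to 0.69), and it was -0.00 at 16 h, -0.03 at 24 h and -0.01 at 32 h. With the 9 genes at or under 3 reads in no HS set to that bound the median at 8 h was 0.32. Its size depended on the processing, with 1.51 for a pseudocount of 0.1 CPM, 0.17 for 5 CPM, 1.16 over genes with a mean of at least 1 CPM and 1.13 over genes with at least 10 CPM in one of the libraries compared, and it stayed above 0 under all 7 alternatives. At 8 h 18 of the 20 genes were higher and 7 were higher by more than 2-fold. Drs went from 11.4 to 26.1 CPM and BomS3 from 2.34 to 10.5 CPM, while AttC fell from 8.57 to 4.67 CPM. RNA from fat body in the 8 h library was tested as a candidate source with a list of 8 genes, of which 4 are above 1 CPM in no HS. Its median change at 8 h was 0.16 (percentile 89.4), with Fbp2 higher by 1.01 and Fbp1 rising from 2.34 to 5.30 CPM, while its most abundant gene, Apoltp, went from 27.5 to 28.9 CPM. RNA from blood cells was tested with a list of 8 genes, of which 5 are above 1 CPM in no HS. Its median change was -0.11, with Hml at 10.0 CPM in no HS and 7.73 at 8 h, and Col4a1, which other cells of the testis also make, at 590.0 and 674 CPM. Neither source can be told apart from a response within the testis, because both lists are short. Of the fat body genes 7 of 8 were higher at 8 h, the direction that this source would give, and of the blood cell genes 6 of 8 were lower. A response to the heat shock, to Bam or to an infection of some of the flies was not tested.

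snoRNA genes were higher at 16 h PHS. The 14 annotated snoRNA genes with a mean of at least 1 CPM had a median log2 change of 0.26 at 8 h, 1.13 at 16 h, 0.88 at 24 h and 0.38 at 32 h PHS, and at 16 h 14 of 14 were higher, 8 of them by more than 2-fold. The libraries were made from polyA+ RNA and snoRNAs have no polyA tail. Short mRNAs were not favoured at 16 h, since protein-coding genes of at most 500 bases changed by a median of -0.059 (70 genes with a mean of at least 10 CPM). These genes were not matched to the snoRNAs in length, so that an effect of length on snoRNAs is not excluded. At 8 h the median of these short genes was 0.14, with 53 of the 70 higher. The 6 snRNA genes, which also lack a tail, had a median change of 0.90 at 16 h, and 5 of the 6 were higher. This is consistent with more carry-over of RNA without a tail in the 16 h library, as a hypothesis. The pseudogenes of 28S rRNA that were among the largest increases at 16 h, such as 28SrRNA-Psi:CR41609 (6.62 to 31.4 CPM), point the same way. A change of snoRNA levels in the cells was not tested apart from this, and the values at 24 h stay open in the same manner.

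Mitochondrial mRNAs were higher in every library after heat shock. The 13 genes had a median log2 change of 0.88 at 8 h, 0.91 at 16 h, 1.22 at 24 h and 0.82 at 32 h PHS, and 13 of 13 were higher at each time. Their share of the reads was 0.0887% in no HS and between 0.146% and 0.191% later, and mt:lrRNA rose from 0.118% to 0.265%, 0.306%, 0.484% and 0.385%. The scaling of the libraries is argued against as the cause, since the median change at 8 h was at least 0.84 under the 3 other scalings. A low value in the no HS library alone would raise the later libraries equally. Between 8 and 32 h PHS the median changed by 0.0057, and between 8 and 24 h by 0.34. A difference of no HS in how these mRNAs, which have short tails, were captured on oligo(dT) cannot be told apart from an effect of the heat shock, since there is 1 library without heat shock.

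Muscle genes were higher at 32 h PHS. The 14 genes of the list, among them Mhc (365 CPM in no HS and 505 at 32 h), had a median log2 change of 0.16 at 8 h, 0.34 at 16 h, 0.41 at 24 h and 0.36 at 32 h, with a counting interval of 0.31 to 0.42 at 32 h, and 14 of 14 were higher at 16, 24 and 32 h under each scaling. The muscle sheath is part of the testis. A lower share of germ cells would raise the genes of every other cell type alike. The cyst cell list had a median change of 0.058 at 32 h, but it has 4 genes that went both ways, so that it decides nothing (tj fell from 18.4 to 17.2 CPM, zfh1 from 114 to 64.7 CPM, eya rose from 40.5 to 47.0 CPM and so from 6.82 to 8.11 CPM). The germ line list fell by 0.29 at 32 h, the direction that a lower share would give. But it includes bam, the induced gene, and 2 of its 10 genes were higher. A change of its genes within the germ cells would look the same, so that the list does not decide the share either. A trend with gene length is argued against, since the muscle genes stayed 0.36 above features of their length. A larger share of muscle sheath in the later dissections, and a change of the sheath with the age of the males, which were older at later times, both stay open, as does the share of germ cells.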

How the results depend on the processing

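The decrease of how at 8 h PHS kept its direction and its side of the 2-fold line under all 5 alternatives that apply to it, from -1.13 to -1.06. The changes of bam at 8 h kept theirs as well, from 0.93 to 1.00. At 16 h how lay at the 2-fold line, with -0.998, and was past it with a pseudocount of 0.1 CPM (-1.004), a total of 1000000 (-1.012) and the median log2 ratio (-1.001), but not with a pseudocount of 5 CPM (-0.973) or the upper quartile (-0.972). With the 3 other scalings, the number of features past 2-fold stayed within 1.5 times at every time and in both directions. Between 28 and 33 genes were then lower at 8 h, and 28 or 29 of them were the same genes as with the authors' scaling. The scalings shifted the median of well-expressed features by less than 0.05 and the share of higher among changed features by less than 10 percentage points. Restricting the features to a mean of at least 1 CPM also left the counts within 1.5 times. No paired analysis was possible because there is 1 library per time point.

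The counts depended on the pseudocount and on the filter. With a pseudocount of 0.1 CPM, 405, 513, 650 and 746 features were lower at 8, 16, 24 and 32 h PHS and 954, 912, 1273 and 1233 were higher, how ranked 363 at 8 h, and 168, 199 and 196 of the decreases at 8 h persisted at 16, 24 and 32 h. Features with few reads enter the count under this setting. With a pseudocount of 5 CPM, 8, 21, 81 and 103 features were lower and 7, 8, 34 and 72 higher, how ranked 5, and 3, 3 and 5 decreases persisted. Over features with at least 10 CPM in one of the libraries compared, 13, 37 and 113 were lower at 8, 16 and 24 h and 10, 10, 46 and 78 were higher at 8, 16, 24 and 32 h, how ranked 8, and 3, 3 and 7 decreases persisted. With thresholds of 1.5-fold, 148, 358, 553 and 709 were lower and 241, 278, 515 and 642 higher. With 3-fold, 3, 8, 36 and 40 were lower, without how at 8 h, and 8, 9, 21 and 88 were higher. These counts follow from the construction of each setting.

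With the mean of no HS and 8 h PHS as the baseline, 41 features were lower at 16 h, and 21 and 54 were higher at 16 and 24 h. The change of how was then -0.45 at 16 h, -0.34 at 24 h and -0.21 at 32 h, since the baseline holds the 8 h decrease itself, and that of bam was -0.011, -0.29 and -0.58, in place of increases at 16 and 24 h. Rbp4 changed by -0.053 at 16 h, in place of 0.19. With a pseudocount of 5 CPM kmg changed by 2.89 at 24 h and 3.37 at 32 h, and Rbp4 by 3.91 and 5.46.

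The median of the spermatocyte list was 0.085 at 8 h, 0.84 at 24 h and 2.07 at 32 h with a pseudocount of 0.1 CPM, and 0.043 at 24 h and 0.71 at 32 h with 5 CPM. Over features with a mean of at least 1 CPM it was -0.108 at 8 h, in place of an increase, 0.59 at 24 h and 1.38 at 32 h. Over features with at least 10 CPM in one of the libraries compared it was -0.16 at 8 h, -0.43 at 16 h and -0.25 at 24 h, in place of 0.03 and 0.19 at 8 and 24 h. These filters leave fewer genes of the list. At 32 h it was higher under all 7 alternatives. For the other lists, 352 of 409 values stayed within their counting interval and 57 moved. Of the 409, 18 changed sign, and 1 of these started beyond 0.1, the accessory gland list at 24 h, which was -1.11 over features with a mean of at least 1 CPM, where few of its genes remain.

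The depth of no HS, 10356663 reads, is the lowest and limits changes of genes under about 1 CPM, and 4815 features had 0 reads there. With 1 library per time point, the variation between libraries of one condition stays unknown. It limits the counts of changed genes, since draws with a coefficient of variation of 0.1 gave a median of 0 lower features at 8 h and draws with 0.2 gave 59, of which the spread found over well-expressed features is near the first.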

Differences from the paper's values

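The paper's numbers are of genes past 2-fold in both the RNA-seq and the microarrays and not changed in heat-shocked bam testes without hs-Bam. The values here are from the RNA-seq alone, since the microarrays were not analysed here. The paper's further criteria can only remove genes from an RNA-seq count. A match under another setting therefore does not show that the processing made the difference. The paper gives 6 genes lower by more than 2-fold at 8 h PHS, against 29 here. Of the alternatives set before the data were examined, a pseudocount of 5 CPM gave 8, within 1.5 times of the paper's value, and none of the others did.

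At 16 h PHS the paper gives 28 genes that were lower, against 73 here. A pseudocount of 5 CPM gave 21, features with at least 10 CPM in one of the libraries compared gave 37, and the mean of no HS and 8 h PHS as the baseline gave 41, and the other alternatives left the gap. At 24 h PHS the paper gives 83, against 173 here, and the same settings gave 81, 113 and 124. At 32 h PHS the paper gives 114, against 207 here, and they gave 103, 158 and 171. At both times the other alternatives did not come within 1.5 times of the paper's values.

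For genes higher by more than 2-fold, the paper gives 2 at 8 h PHS, against 35 here, and none of the alternatives set before the data were examined closed the gap. At 16 h the paper shows about 2 in SI Appendix, Fig. S1, read by eye, against 40 here, and none of the alternatives closed the gap. At 24 h the paper shows about 17 in SI Appendix, Fig. S1, read by eye, against 96 here, and only the 3-fold threshold came within 1.5 times, with 21. At 32 h the paper shows about 78 in SI Appendix, Fig. S1, read by eye, against 198 here, and a pseudocount of 5 CPM (72), features with at least 10 CPM in one of the libraries compared (78) and the 3-fold threshold (88) came within 1.5 times.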

Other observations

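The explanations weighed in this part and the tests of them were chosen after the results were seen. Of the lists used here, those of ejaculatory duct and bulb, midgut and blood cell genes were added after the values had been seen. The other lists and the alternatives were fixed before the data were examined.

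Technical explanations were weighed for the decrease of how at 8 h PHS. The scaling of the libraries is argued against, since under the 3 other scalings the smallest change of how was -1.07. A trend with gene length is argued against, since how changed by -1.10 relative to the 200 features nearest in length. Because How protein is also seen in cyst cells and the testis sheath, a smaller share of either in the 8 h library could lower it. The muscle list had a median change of 0.16, which argues against a smaller share of sheath. The cyst cell list had a median change of -0.26, at percentile 1.3 of random lists, with 3 of its 4 genes lower. That is less than the change of how, but a part played by fewer cyst cells stays open. An effect of the heat shock without Bam stays open in these libraries, as 0 of them are from heat-shocked testes without hs-Bam. Such testes are in the paper's microarrays, which were not analysed here.

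For the number of genes lower by more than 2-fold at 8 h PHS, counting error alone is argued against, since it gave at most 1 in 100 draws. Equal variation between libraries in every gene is argued against as well. The SD of the changes of well-expressed features was 0.20, and draws with a biological coefficient of variation of 0.1, whose SD was 0.21, gave at most 2, against the 29 found. A coefficient of 0.2 gave a median of 59, but an SD of 0.41, far beyond that found. Larger variation between libraries in some genes cannot be told apart from a response, since there is 1 library per time point, and 16 of the 29 genes had less than 10 CPM in no HS, where the spread was not compared.

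Anp, Spn77Bb, Dup99B and CG17242, 4 of the genes with the largest decreases at 8 h PHS, were lower at 8, 24 and 32 h and not at 16 h PHS. Anp was at 4.67, 0.635, 4.79, 0.665 and 0.0844 CPM in no HS and at 8, 16, 24 and 32 h, and Dup99B at 8.86, 2.46, 12.2, 3.57 and 0.633 CPM. Spn77Bc, chosen after its values were seen, went from 7.30 to 3.21, 7.31, 1.96 and 1.44 CPM. Of the 10 ways to set 2 of the 5 libraries against the other 3, no HS with 16 h gave 4 features higher by more than 2-fold in both, and these were the same 4 genes. The adjacent pairs no HS with 8 h and 24 h with 32 h gave 7 and 21, and the other splits gave 0. Different amounts of accessory gland are argued against, since the other genes of that list reached at most 0.487 CPM in no HS. Different amounts of ejaculatory duct or bulb may be the source, as Anp and Dup99B are genes of the duct, but the other 5 genes of a duct and bulb list went both ways, with a median difference of -0.017 between these 2 libraries and the rest. Est-6 was at 85.7 CPM and EbpIII at 289 CPM in no HS with little change later. These amounts and a change in the testis cannot be told apart.

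Amy-p fell from 114 to 44.4 CPM and Amy-d from 59.3 to 25.2 CPM at 8 h PHS, and they were at 46.4 and 22.6 CPM at 32 h. Different amounts of midgut are argued against as a source, since the highest of 12 midgut genes was at 1.95 CPM in no HS (Vha100-4). No biological explanation was tested.

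A hypothesis was that spermatocyte transcripts present at a low level in no HS are lost before the differentiating wave makes them again, since topi fell from 18.3 CPM in no HS to 8.35 at 16 h and 5.43 at 24 h and then rose to 36.2 CPM at 32 h PHS, and nht went from 28 reads in no HS to 8 reads at 16 h and then to 5.85 and 30.2 CPM at 24 and 32 h. It was tested over the 89 genes higher by more than 2-fold at 32 h PHS with more than 1 CPM in no HS. At 16 h 45 of them were under no HS, with a median change of -0.04 at percentile 27.1 of random sets. Lower by more than 2-fold were 6 at 16 h, against 0 at 8 and 24 h, while 7 were higher by more than 2-fold at 16 h. The genes were picked for lying above the same no HS library, which works against values under it at 16 h. The test therefore cannot decide whether such a dip is general.

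Of other genes that the paper discusses, bgcn was at 314, 197, 187, 202 and 232 CPM in no HS and at 8, 16, 24 and 32 h PHS (log2 change -0.67 at 8 h), and mei-P26 at 256 and 182 CPM in no HS and at 8 h (-0.49). tut rose from 13.6 to 25.7 CPM at 8 h (0.87) and was at 12.4 CPM at 32 h. nos, with 15.9% of its exonic bases shared with another gene, fell from 431 to 350 CPM at 8 h and 251 at 32 h PHS. CycB changed by -0.04 at 8 h and by -1.22 at 24 h, shg by -0.08 and pum by 0.03 at 8 h. The list of these 7 genes with bam and how had medians of -0.08, -0.29, -0.31 and -0.18 at 8, 16, 24 and 32 h. The CCR4-NOT list had medians of -0.03, 0.03, 0.05 and -0.10, with Rcd-1, the Caf40 of the paper, at 372 CPM in no HS and 348 at 8 h (-0.10), and twin falling from 232 to 127 CPM by 32 h.

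The germ line list had medians of 0.12, -0.11, -0.18 and -0.29 at 8, 16, 24 and 32 h PHS, with piwi falling from 150 to 44.1 CPM and zpg from 161 to 63.5 CPM by 32 h, and vas at 281 and 254 CPM in no HS and at 32 h. The spermatid list, of which 1 of 10 genes is above 1 CPM and 8 are at or under 3 reads in no HS, had medians of 0 at 8 and 16 h, 0.05 at 24 h and 0.26 at 32 h, and 0.00 at 32 h with those genes at their bound. Without that bound, 10 of the 10 spermatid genes were higher at 32 h and their median lay at percentile 100 of random lists. With a pseudocount of 0.1 CPM that median was 1.16. The largest change was that of ocn, from 0.195 to 3.00 CPM at 32 h. The accessory gland list had medians of -0.04, 0, 0.17 and 0, and 0 at each time with the 12 genes at or under 3 reads at their bound. At 24 h 11 of its 14 genes were higher, the median lay at percentile 99.985 of random lists, and it was 0.99 with a pseudocount of 0.1 CPM. The cyst cell list had medians of 0.03 at 16 h and 0.15 at 24 h PHS. The fat body list had medians of 0.17, 0.15 and 0.12 at 16, 24 and 32 h, the blood cell list -0.06, -0.04 and -0.03, the ejaculatory duct and bulb list, of 7 genes, -0.05, 0.13, -0.08 and -0.17 at 8, 16, 24 and 32 h, and the midgut list 0.05, 0.07, 0.05 and 0. Of the midgut list 1 of 12 genes, of the accessory gland list 1 of 14 and of the duct and bulb list 5 of 7 are above 1 CPM in no HS.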
